# Dissection of metabolic reprogramming in polycystic kidney disease reveals coordinated rewiring of bioenergetic pathways

**DOI:** 10.1038/s42003-018-0200-x

**Published:** 2018-11-16

**Authors:** Christine Podrini, Isaline Rowe, Roberto Pagliarini, Ana S. H. Costa, Marco Chiaravalli, Ivano Di Meo, Hyunho Kim, Gianfranco Distefano, Valeria Tiranti, Feng Qian, Diego di Bernardo, Christian Frezza, Alessandra Boletta

## Abstract

Autosomal Dominant Polycystic Kidney Disease (ADPKD) is a genetic disorder caused by loss-of-function mutations in *PKD1* or *PKD2*. Increased glycolysis is a prominent feature of the disease, but how it impacts on other metabolic pathways is unknown. Here, we present an analysis of mouse *Pkd1* mutant cells and kidneys to investigate the metabolic reprogramming of this pathology. We show that loss of *Pkd1* leads to profound metabolic changes that affect glycolysis, mitochondrial metabolism, and fatty acid synthesis (FAS). We find that *Pkd1*-mutant cells preferentially use glutamine to fuel the TCA cycle and to sustain FAS. Interfering with either glutamine uptake or FAS retards cell growth and survival. We also find that glutamine is diverted to asparagine via asparagine synthetase (ASNS). Transcriptional profiling of *PKD1*-mutant human kidneys confirmed these alterations. We find that silencing of *Asns* is lethal in *Pkd1*-mutant cells when combined with glucose deprivation, suggesting therapeutic approaches for ADPKD.

## Abstract (web summary)

Christine Podrini et al. present a comprehensive analysis of *Pkd1* mutant mouse cells and kidneys, providing new insight into autosomal dominant polycystic kidney disease (ADPKD). They find that *Pkd1* loss leads to profound metabolic changes, including asparagine synthase-driven glutamine anaplerosis.

## Introduction

Autosomal dominant Polycystic Kidney Disease (ADPKD) is a monogenic disorder, caused by loss-of-function mutations in either the *PKD1* (in ∼85% of cases) or *PKD2* (in the remaining ∼15%) genes^1–3^. The two proteins encoded by these genes, Polycystin-1 (PC-1) and Polycystin-2 (PC-2), are assembled into a functional complex at primary cilia, whose activity is defective in the disease. Additionally, PC-1 can be cleaved at several proteolytic sites^4^ resulting in products that can translocate either into the nucleus^5^, or into mitochondria^6^ or be localized at mitochondrial-associated membrane contacts^7,8^. Cysts are epithelial outpouches of clonal origin increasing in number and size along the life of affected individuals. Inheriting one mutant allele is not sufficient for cysts to arise, requiring a second event causing the function of the polycystins to drop below a critical threshold of activity^2^. Loss of heterozygosity has been reported in a subset of cysts suggesting that this might be one of the mechanisms^9^.

Together with the deregulation of several signalling cascades, ADPKD exhibits metabolic alterations^10–12^. Among these, defective glucose metabolism was shown to be a feature of the disease^11,12^ in a process resembling the Warburg effect observed in cancer. This finding prompted investigators to hypothesize that metabolic reprogramming might be a general feature of the disease^13,14^. Indeed, increased aerobic glycolysis, impaired beta-oxidation, reduced mitochondrial activity were reported in cellular and animal models lacking the *Pkd1* gene^6–8,11,15–19^, while altered glutamine usage was reported in a non-orthologous animal model of recessive polycystic kidney disease^20^. Likewise, inhibitors of glutamine usage proved effective in retarding disease progression in some, but not in other, models of the disease^21,22^. However, an overview of these metabolic alterations and their interconnections is still lacking. Metabolic profiling was carried out in non-orthologous models of the disease (i.e. cystogenesis caused by mutations in other genes)^23,24^, while a single study has attempted at profiling metabolites in the kidneys of a *Pkd1* orthologous mouse model^15^ reporting only a minimal metabolic change in murine kidneys derived from a ubiquitous, inducible inactivation of the *Pkd1* gene.

Here, we present a comprehensive metabolomics characterization of cells and renal tissues from a mouse model carrying the kidney-specific inactivation of the *Pkd1* gene. Our data indicate a broad metabolic rewiring that involves several pathways including central carbon metabolism and glutamine utilization. Finally, we show that glutamine metabolism is interlinked with asparagine synthesis in ADPKD and we identify the Asparagine Synthase (*Asns*) gene as an essential component of the process. Of note, targeting this enzyme by siRNA becomes lethal to ADPKD when associated with inhibition of glycolysis. Our data provide evidence of a broad and coordinated metabolic reprogramming in ADPKD, suggesting potential therapeutic strategies.

## Results

### Metabolomic profiling shows multiple changes in *Pkd1*-mutants

To gather a comprehensive picture of the metabolic derangements observed in ADPKD mouse models, we applied non-targeted global metabolomics^25^ to an orthologous mouse model of ADPKD carrying inactivation of the *Pkd1* gene exclusively in the kidney as to avoid confounding effects derived from extra-renal inactivation. To this end we employed *KspCre;Pkd1*^*flox/−*^ kidneys carrying inactivation of the *Pkd1* gene in the distal tubules and collecting ducts of the kidney. To minimize phenotype variability in the experimental design we used a pure C57BL/6N background (i.e. >10 backcrosses) and performed the study upon precise timing of the day of birth of the animals (see methods). Furthermore, samples were collected at P4, when the kidneys are already cystic, but not yet functionally or structurally severely compromised (Supplementary Fig. 1a, b). Importantly, neither infiltration nor fibrosis could be detected at this time (Supplementary Fig. 1a). To further strengthen the outcome, we designed the study so that kidneys were collected from 4 litters containing each 2 cystic (*KspCre;Pkd1*^*flox/−*^*)* and 2 control littermates (*KspCre;Pkd1*^*flox/+*^ or *Pkd1*^*flox/+*^, used interchangeably) of each gender (8 males and 8 females in total) (Fig. 1a) to maximize the possibility to use intra-litter controls. Kidney-over-body weight ratios of *Pkd1*-mutant mice were significantly different from controls (*P* < 0.0001), but very similar in males and females at this neonatal stage (P4), possibly because sexual maturation is not yet achieved (Fig. 1b). Furthermore, no increase in *Epo* or *Vegf* transcription could be detected, thus excluding the possibility of these kidneys being hypoxic (Supplementary Fig. 1c). Application of Liquid Chromatography–Mass Spectrometry (LC-MS) resulted in the detection of 550 metabolites. A Principal Component Analysis (PCA) showed a clear separation between the cystic and control samples indicating a negligible influence of inter-gender and inter-litter differences in these samples (Fig. 1c). In line with this, hierarchical clustering analysis showed separation of the cystic and control samples (Fig. 1d). Paired *t*-test analysis was applied to take into account the intra-litter samples, resulting in the identification of 488 metabolites that significantly changed (adjusted *P* < 0.05), and 384 significantly different metabolites when considering both *P*-value and fold change (adjusted *P* < 0.05, absolute fold change >2) between cystic and control samples. A volcano plot of the data shows that 213 of these metabolites are downregulated, while 171 are upregulated, and that the main alterations are related to amino acids, carbohydrates, and lipids (Supplementary Fig. 1d and Supplementary Data 1).

**Fig. 1:**
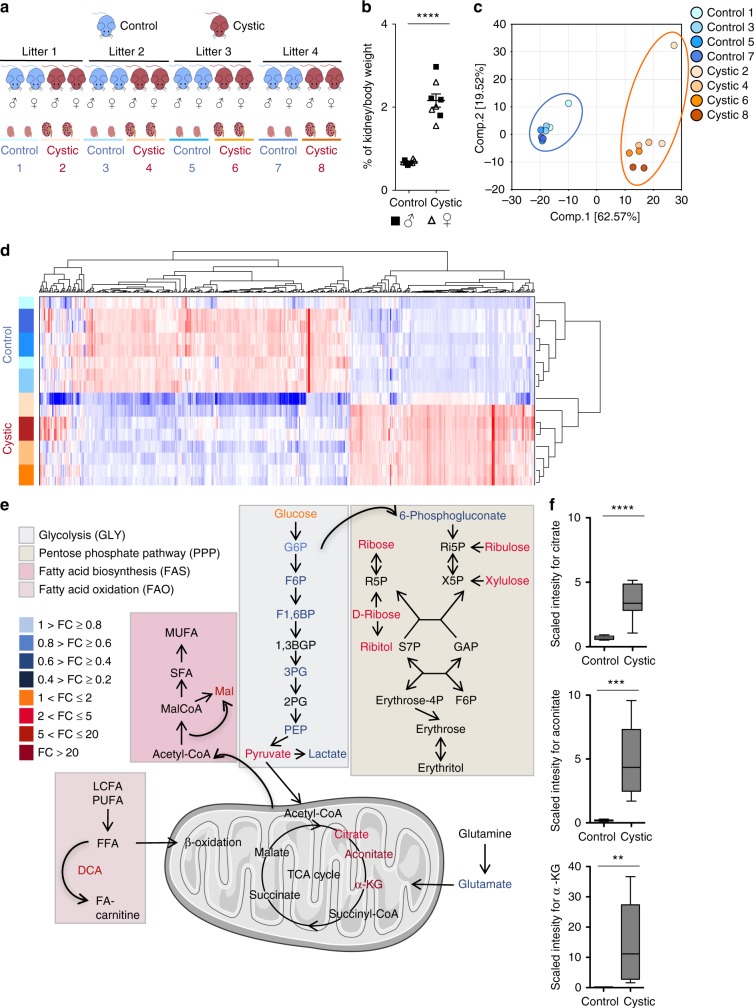
Global metabolomic profiling reveals defective TCA cycle in polycystic kidneys. **a** Study design of the experiment performed on kidneys from Ksp-cre;*Pkd1*^flox/−^ at P4. 4 litters each containing 2 cystic (red) Ksp-cre;*Pkd1*^flox/−^ and 2 control littermates Ksp-Cre;*Pkd1*^*flox/+*^ or *Pkd1*^*flox/+*^ (blue, used interchangeably) were collected. Samples were processed for analysis by Ultrahigh Performance Liquid Chromatography–Tandem Mass Spectrometry. **b** Dot plot view showing percentage of kidney/body weight in the cystic and control kidneys. **c** PCA applied to the identified metabolites, shows a good separation between cystic versus control kidneys. **d** Hierarchical clustering analysis shows good clustering between the groups of cystic and control kidneys samples. **e** Significant metabolites were colour-coded according to the pathway classification. Scheme of the Glycolysis (GLY), Pentose Phosphate Pathway (PPP), Tricarboxylic acid (TCA) cycle, Fatty acid biosynthesis (FAS), Fatty acids oxidation (FAO) in cystic versus control kidneys. Colour corresponds to the fold changes between cystic and control kidneys, orange-red are metabolites more abundant in cystic compared to the control kidneys, whereas blue labelled ones correspond to the less abundant metabolites in cystic kidneys compared to controls. The figure contains modified elements from Servier Medical Art (http://smart.servier.com/). All abbreviations are in Supplementary Table 2. **f** Box and whiskers view of the levels of TCA intermediates citrate, aconitate, and α-KG were assessed by LC-MS, they were significantly more abundant in cystic compared to the control kidneys. *n* = 8 independent biological replicates. Dot blots are shown as mean and error bars as SEM; Box and whiskers show median and 2.5-97.5 percentiles, n.s. not significant (*P* ≥ 0.05), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, *t*-test for **b**, **e**, and **f**

A number of different metabolic pathways were found significantly altered (adjusted *P* < 0.05, absolute fold change > 2) (Supplementary Fig. 1e). Among these, striking differences were observed in metabolic pathways involved in bioenergetics, including glycolysis (GLY), pentose phosphate pathway (PPP), the tricarboxylic acid (TCA) cycle, fatty acid oxidation (FAO), and fatty acid biosynthesis (FAS) (Fig. 1e). The metabolites that appeared to be mostly accumulated in the cystic kidneys were citrate (*P* < 0.0001), aconitate (*P* = 0.0003), and α-ketoglutarate (α-KG) (*P* = 0.0079) (Fig. 1f). In line with this, KEGG-Pathways Based Enrichment Analysis showed that the TCA cycle is among the pathways affected with a statistically significant Enrichment Score (ES) (*P* ≤ 0.05) (Supplementary Fig. 1e).

These data indicate that the loss of *Pkd1* in the mouse kidney leads to profound metabolic changes, broader than what previously appreciated.

We then used a set of *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ Mouse Embryonic Fibroblasts (MEFs)^26^ to further investigate the metabolic changes in *Pkd1*-mutant cells. A metabolomic profiling revealed that *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ MEFs are well separated by PCA with many metabolites being significantly different between the two genotypes (adjusted *P* < 0.05) (Supplementary Fig. 2a, b) and that metabolic pathways such as glycolysis, PPP, FAS, and FAO were impaired (Supplementary Figure 2c and Supplementary Data 2). Likewise, targeted metabolomics profiling revealed an accumulation of the TCA cycle intermediates citrate, α-KG, succinate, and malate in *Pkd1*^*−/−*^ cells as compared to controls (Supplementary Fig. 2c, d). These results show that the response to *Pkd1* loss is strikingly similar between *Pkd1*-mutant MEFs and kidneys, supporting the validity of our cellular model for further mechanistic investigations.

We first assessed whether the TCA cycle alterations could be associated with a defective cellular respiration in *Pkd1*^*−/−*^ cells as recently reported^7,15^. Consistent with this hypothesis, extracellular flux analysis of *Pkd1*^*−/−*^ MEFs showed enhanced glycolysis (*P* < 0.0001) (Fig. 2a, b) and defective respiration (Oxygen Consumption Rate, OCR) (*P* < 0.0001) (Fig. 2c, d) as compared to *Pkd1*^*+/+*^. Similar results on OCR were generated using primary *Pkd1*^*−/−*^ MEFs (Supplementary Fig. 3a) and murine Inner Medullary Collecting Duct Cells (mIMCD cells) where the *Pkd1* gene was silenced (*P* < 0.0001) (Supplementary Fig. 3b)^27^.

**Fig. 2:**
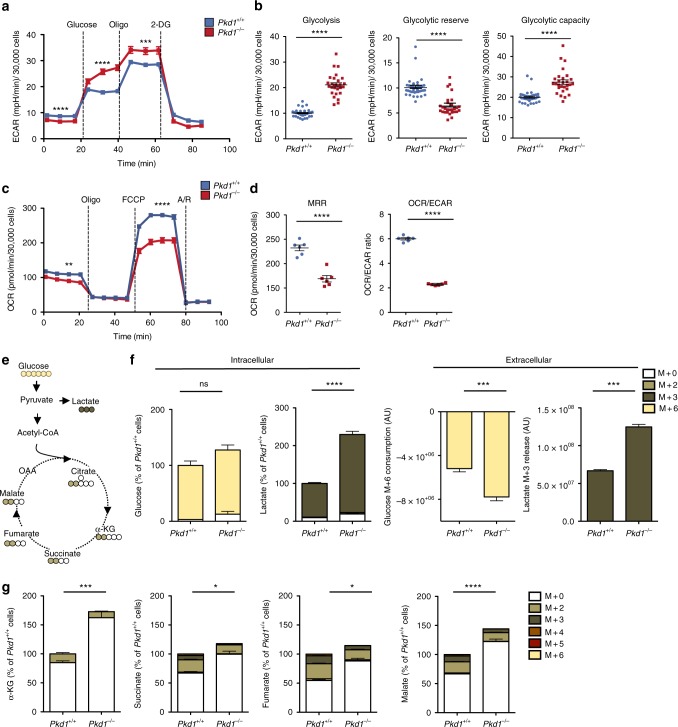
Impaired respiration and usage of glucose in the TCA cycle in *Pkd1*^*−/−*^ cells. **a**, **b** Representative analysis of ECAR outputs of *Pkd1*^*−/−*^ compared to *Pkd1*^*+/+*^ cells subject to glycolysis tests in response to glucose, oligomycin and 2-DG, **b** dot plots showing means with 28 to 39 replicate wells per group for glycolysis, glycolytic capaticity, and glycolytic reserve. Glycolysis was calculated on the 6th measurement time (after substraction of 3rd measurement); the glycolytic reserve was measured on the 9th measurement time (after substraction of 6th measurement)^;^ the glycolytic capacity was calculated on the 9th measurement time (after substraction of the 3rd measurement). **c**, **d** Representative analysis of OCR measurement in *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ cells in basal conditions and after sequential addition of oligomycin, FCCP and antimycin/rotenone (A/R). **d** Dot plots showing means with 6 replicate wells per group for: MRR calculated from the 10th measurement (after subtraction of the 13th measurement); OCR/ECAR ratio from basal measurement, 2nd time point. **a**–**d** Representative of three independent experiments. **e** The scheme illustrates the fate of glucose C atoms in glycolysis and Krebs cycle intermediates. Cells were incubated in glucose-free DMEM supplemented with 25 mM ^13^C_6_-glucose for 24 h. The uniformly labelled glucose (M + 6 yellow) leads to formation of M + 3 lactate (dark brown) or M + 2 TCA cycle intermediates after its first round (M + 2 light brown). **f** Percentage of isotopologue distribution of intracellular and extracellular glucose and lactate shows that glucose (M + 6) is more consumed and more converted into lactate (M + 3) in *Pkd1*^*−/−*^ cells in comparison to control cells (see Methods for calculations). **g** Percentage of isotopologue distribution of intracellular intermediates of the TCA: total α-KG, succinate, fumarate, and malate shows that the molecules coming from glucose (M + 2) are decreased in *Pkd1*^*−/−*^ MEFs compared to the control cells. Graphs (**f**, **g**) are means in percentages relative to control cells of six technical replicates from one experiment. Mean ± SEM were indicated, statistical significance is provided for total pool. n.s. not significant (*P* ≥ 0.05), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, *t*-test

### Glucose entry into the TCA cycle is reduced in *Pkd1*^*−/−*^ cells

We then further investigate to what extent the loss of *Pkd1* affects central carbon metabolism. To track the contribution of glucose, one of the major carbon sources for the cells, to the TCA cycle in the *Pkd1*^*−/−*^ cells, we incubated cells with uniformly labelled ^13^C-glucose and followed the incorporation of ^13^C in downstream metabolites (Fig. 2e). Relative to control cells, *Pkd1*^*−/−*^ cells took up more glucose (*P* = 0.0002) and converted it into lactate (*P* = 0.0001), which is released into the culture medium (Fig. 2f and Supplementary Fig. 3c) in line with our previous findings^11,12^. Not surprisingly, the results showed that lactate almost entirely derives from glucose (Fig. 2f and Supplementary Fig. 3c). The data also confirmed that total α-KG  is significantly increased (*P* = 0.0002). Importantly, the data showed that the glucose-derived isotopologues of succinate (M + 2) (*P* = 0.0025), fumarate (M + 2) (*P* = 0.0001), and malate (M + 2) (*P* = 0.0023) were all significantly decreased in *Pkd1*^*−/−*^ MEFs, indicating a reduced contribution of glucose to the TCA cycle (Fig. 2g).

### Rewiring of glutamine metabolism in *Pkd1*^*−/−*^ cells

We next assessed the utilization of glutamine, another key carbon source for the cells. To this end, we incubated cells with ^13^C_5_-^15^N_2_-glutamine and the fate of glutamine-derived carbons and nitrogen was assessed by LC-MS (Fig. 3a). *Pkd1*^*−/−*^ cells exhibited increased glutamine uptake, compared to the controls (*P* < 0.0001) (Fig. 3b), and glutamine-derived (M + 5) α-KG (*P* < 0.0001) (Fig. 3c). In addition, *Pkd1*^*−/−*^ cells diverted glutamine towards the TCA cycle, as demonstrated by the increased levels of glutamine-derived succinate (M + 4) (*P* < 0.0001), fumarate (M + 4) (*P* < 0.0001), and malate (M + 4) (*P* < 0.0001) in *Pkd1*^*−/−*^ as compared with *Pkd1*^*+/+*^ cells (Fig. 3d). Next, we measured the dependency and flexibility of *Pkd1*^*−/−*^ cells relative to their controls (using the XF Mito Fuel Flex test, see Methods). This assay measures the OCR of *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ cells in the presence of glucose and glutamine followed by their blockade using specific inhibitors of the two metabolic pathways (2-Deoxy-d-glucose and BPTES, respectively). Data showed that *Pkd1*^*−/−*^ cells are dependent on glutamine for their OCR production (*P* = 0.0007), while the glucose-driven OCR is overall reduced (*P* < 0.0001) (Fig. 3e). These data suggest that cells lacking *Pkd1* increased their utilization of glutamine to fuel the TCA cycle and maintain their OCR, most likely as a compensatory mechanism due to the reduced funnelling of glucose into mitochondria. Based on these findings, we hypothesized that cells lacking functional *Pkd1* would become addicted to glutamine in addition to glucose. Indeed, starvation from either glutamine or glucose reduced cell numbers (*P* = 0.0068 *and P* = 0.0057, respectively) (Fig. 3f, g) and increased cell death in *Pkd1*^*−/−*^ cells (*P* = 0.047 *and P* = 0.0077, respectively) (Fig. 3h) relative to the controls. Importantly, starvation from both carbon sources had a synergistic effect both on cell number (*P* = 0.015) and on apoptosis (*P* = 0.0032) (Fig. 3h).

**Fig. 3:**
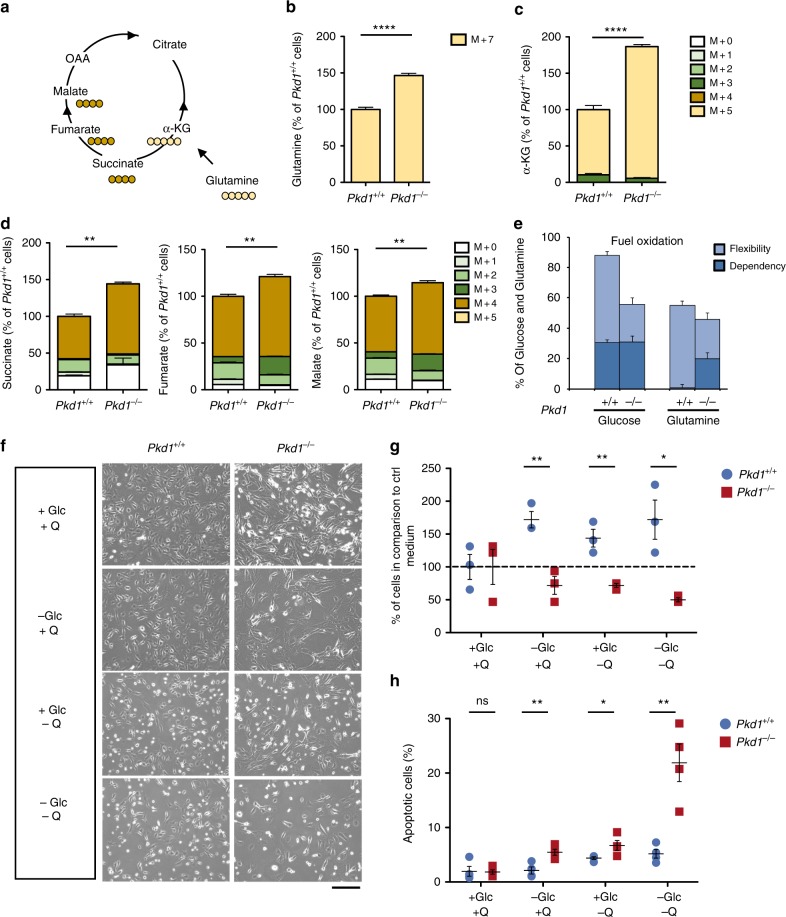
Metabolic rearrangement in bioenergetics pathways and glutaminolysis rewiring in *Pkd1*^*-/-*^ cells. **a** The scheme illustrates the fate of glutamine C atoms in Krebs cycle intermediates (Oxidative). Cells were incubated in glutamine-free DMEM supplemented with 4 mM ^13^C_5_–^15^N_2_ glutamine for 24 h. **b** Quantification of the intracellular labelled ^13^C_5_–^15^N_2_ glutamine (M+7) showing that *Pkd1*^*−/−*^ cells have a higher uptake compared to the controls. **c** Isotopologue distribution of intracellular α-KG shows that pools containing five ^13^C (M + 5), coming from labelled glutamine, were all significantly higher in *Pkd1*^*−/−*^ as compared with *Pkd1*^*+/+*^ cells. **d** Isotopologue distribution of intracellular succinate, fumarate, and malate shows that pools containing four ^13^C (M + 4), coming from labelled glutamine, were all significantly higher in *Pkd1*^*−/−*^ as compared with *Pkd1*^*+/+*^ cells. Graphs are means in percentages relative to control cells of six technical replicates from one experiment. statistical significance is provided for total pool. **e** Representative graph showing the results in percentage of the XFMitoFuel Flex Test analysis measuring OCR in response to either glucose or glutamine from at least seven technical replicates per well of two independent experiments. Data show a reduced oxidation of glucose in *Pkd1*^*−/−*^ cells and an increased dependency on glutamine compared to wild-type cells. **f** Cells were grown under starvation from either glucose or glutamine or both in 10% serum for 24 and 48 h after an overnight 0.5% serum. Representative images showing the cellular morphology of *Pkd1*^*−/−*^ compared to *Pkd1*^*+/+*^cells in starved and non-starved conditions. **g** Viability of *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ cells, expressed as percentage cell count compared to time 0, after 24 h of incubation in starvation from glucose, glutamine, or both. **h** Percentage of apoptotic cells assayed by TUNEL assay, showing significant higher percentage of apototic cells in starvation. Graphs (**f**–**h**) are representative of at least three independent experiments, data are means from at least three technical replicates. Mean ± SEM were indicated, n.s. not significant (*P* ≥ 0.05), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. *t*-test (**b**, **c**, and **d**) and (**g** and **h**, comparison between each condition)

Following the fate of the ^15^N_2_-labelled glutamine we noticed that there was a significant increase (*P* = 0.0006) of ^15^N-asparagine in the *Pkd1*^*−/−*^ cells suggesting an increased activity of asparagine synthase (Fig. 4a, b) and a concomitant increase of the overall levels of labelled asparagine derived from glutamine (*P* < 0.0001) (Fig. 4c), while aspartate was decreased in the same cells (*P* = 0.0060) (Fig. 4d). We therefore hypothesized that *Pkd1*^*−/−*^ cells exhibit increase asparagine synthesis from glutamine. Of note, quantitative RT-PCR revealed that asparagine synthase, the enzyme that generates asparagine from aspartate (Fig. 4a), was significantly upregulated in cells (*P* = 0.03) and murine kidneys (*P* = 0.0095) (Supplementary Fig. 4a). Furthermore, analysis of microarrays from murine and human samples confirmed a significant upregulation of this enzyme in both systems (*P* = 0.01 and *P* < 0.0001, respectively) (Supplementary Fig. 4a). 

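In the murine arrays at P10, *Asns*, which makes asparagine from aspartate and glutamine, was higher in *Pkd1* V/V kidneys than in wild-type kidneys. Its signal was 1431 ± 530 (SD, n = 4 kidneys) in *Pkd1* V/V kidneys and 405 ± 295 (SD, n = 4) in wild-type kidneys, so that the mutant mean was 3.53 times the control mean, and 5.53 times without wild-type replicate 4. The log2 fold change was 1.93 (standard error 0.39, adjusted *P* = 0.00632 from limma). Each of the 4 *Pkd1* V/V kidneys had a higher *Asns* signal than each of the 4 wild-type kidneys (exact permutation test, two-sided, *P* = 0.0286, the smallest that 4 kidneys against 4 allow). The lowest mutant signal was 1037, and the highest control signal was 846, in wild-type replicate 4. That kidney also held transcripts of liver-secreted proteins, and the other 3 controls had *Asns* signals between 222 and 284. In the paper's supplementary values for *Asns* on these arrays, the mean ratio of the mutants to the controls is 3.60 (SD 1.32).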

Of interest, quantitative RT-PCR revealed no difference in the expression levels of the two enzymes *Gls* and *Glud1* (Supplementary Fig. 4b). To evaluate the relevance of asparagine biosynthesis, we silenced *Asns* in both *Pkd1*^*+/+*^ and in *Pkd1*^*−/−*^ cells (Fig. 4e–h and Supplementary Fig. 4c). As expected, the silencing of *Asns* reduced the intracellular levels of total asparagine in *Pkd1*^*−/−*^ cells (*P* < 0.0001)(Fig. 4e, g and Supplementary Fig. 4c). Furthermore, metabolic tracing with ^15^N_2_-glutamine showed that silencing of *Asns* indeed reduced the levels of labelled asparagine as expected (Fig. 4e) and importantly the total levels of α-KG (*P*  =0.0001) (Fig. 4f). Furthermore, metabolic tracing with ^13^C_5_-glutamine showed a significant reduction in the glutamine-derived α-KG (M + 5) (*P* < 0.0001) showing that *Asns* plays a central role in glutamine fuelling of the TCA cycle in *Pkd1*^*−/−*^ cells (Fig. 4h). Importantly, the downregulation of *Asns* also resulted in reduced cell numbers in *Pkd1*^*−/−*^ cells (*P* < 0.05), but not in controls (Fig. 4i). Furthermore, when *siAsns:Pkd1*^*−/−*^ cells were subject to glucose starvation we noticed a further decrease in cell numbers compared to controls treated in the same conditions (*P* < 0.0001) (Fig. 4i). We conclude that *Pkd1*^*−/−*^ cells depend on *Asns* for survival and when they are glucose deprived, downregulation of this enzyme further enhances their dependency.

**Fig. 4:**
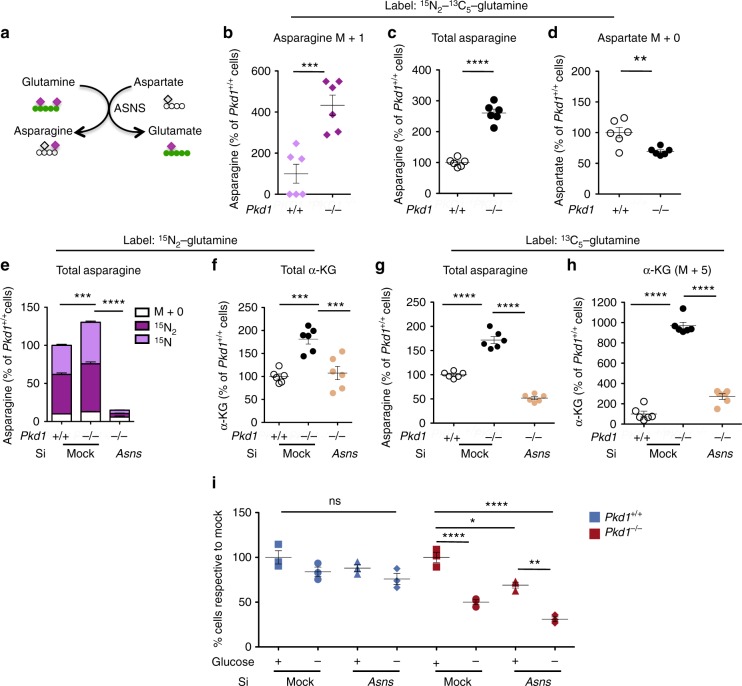
Glutamine usage is interlinked with asparagine synthase (ASNS) in ADPKD. **a** Schematic overview of the conversion of glutamine into glutamate by transamidating aspartate into asparagine by ASNS. **b** Labelled ^15^N-asparagine is significantly increased in the *Pkd1* mutant MEFs, **c** total levels of asparagine are increased compared to the control cells and **d** decreasing levels of aspartate (M + 0), expressed as percentage relative to controls. **e** Isotopologue distribution of intracellular asparagine showing that the pool coming from glutamine (^15^N_1_ and ^15^N_2_) is significantly decreased in si*Asns* compared to the mock *Pkd1*^*−/−*^ and control cells. **f** Total α-KG was significantly decreased in si*Asns* compared to the mock *Pkd1*^*−/−*^ and control cells in the ^15^N_2_ glutamine labelling. **g** Total asparagine was significantly decreased in si*Asns* compared to the mock *Pkd1*^*−/−*^ cells. **h** α-KG (M + 5) in the ^13^C_5_-glutamine labelling was significantly decreased in si*Asns* compared to the mock *Pkd1*^*−/−*^ and control cells. Data are means from six technical replicates from one experiment. **i** Representative graph showing the percentage of cell count compared to the respective mock controls. Silencing *Asns*, deprivation of glucose or both treatments in *Pkd1*^*+/+*^ resulted in no significant difference, whilsts each condition resulted in a significant reduction in cell number with an additive effect of *Asns* silencing with glucose starvation in *Pkd1*^*−/−*^ cells. Data are means from three technical replicates from two independent experiments. Mean ± SEM were indicated, n.s. not significant (*P* ≥ 0.05), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, *t*-test for **b**, **c**, and **e**. ANOVA followed by Bonferroni for **e**, **f**, **g**, **h**, and **i**

Thus, our data show that increased glutaminolysis, interlinked with asparagine metabolism is an important feature of ADPKD and targeting *Asns* in conjunction with glycolysis might offer a novel therapeutic opportunity.

### Pkd1 loss leads to increased de novo fatty acid biosynthesis

Of interest, the experiments of glutamine tracing also revealed that glutamine is used in an anaplerotic manner by *Pkd1*^*−/−*^ cells. Indeed, the increased level of citrate (M + 5) in the ^13^C_5_–^15^N_2_ glutamine labelling experiment (*P* < 0.0001) (Fig. 5a, b) suggested that glutamine undergoes reductive carboxylation in *Pkd1*^*−/−*^ cells. Given that reductive carboxylation has been linked with synthesis of lipogenic acetyl-CoA, we examined the labelling of palmitate, a fatty acid generated via de novo fatty acid biosynthesis. Consistent with this hypothesis, we noticed an increased labelling of glutamine-derived palmitate (M + 2) (Fig. 5c) in *Pkd1*^*−/−*^ cells compared to controls (*P* = 0.0094), although higher isotopologues could not be detected in this assay. Next, we tested whether *Pkd1*^*−/−*^ cells showed increased expression of fatty acids synthase (*Fasn*), a key enzyme involved in FAS. We found that *Fasn* is highly expressed in *Pkd1*^*−/−*^ cells (*P* = 0.044) and kidneys of *KspCre;Pkd1*^*flox/−*^ animals (*P* = 0.038) (Fig. 5d, e). Furthermore, its silencing reduced cell proliferation (*P* < 0.05) and enhanced cell apoptosis (*P* < 0.05) in *Pkd1*^*−/−*^ cells (Fig. 5f–h). In further support of an alteration in lipid metabolism, lipidomics profiling revealed a significant increase in diacylglycerols (DAG) (*P* = 0.03), triacyglycerols (TAG) (*P* = 0.03), and sterol esters (*P* = 0.002) in cystic kidneys compared to controls (Fig. 5i and Supplementary Data 3).

**Fig. 5:**
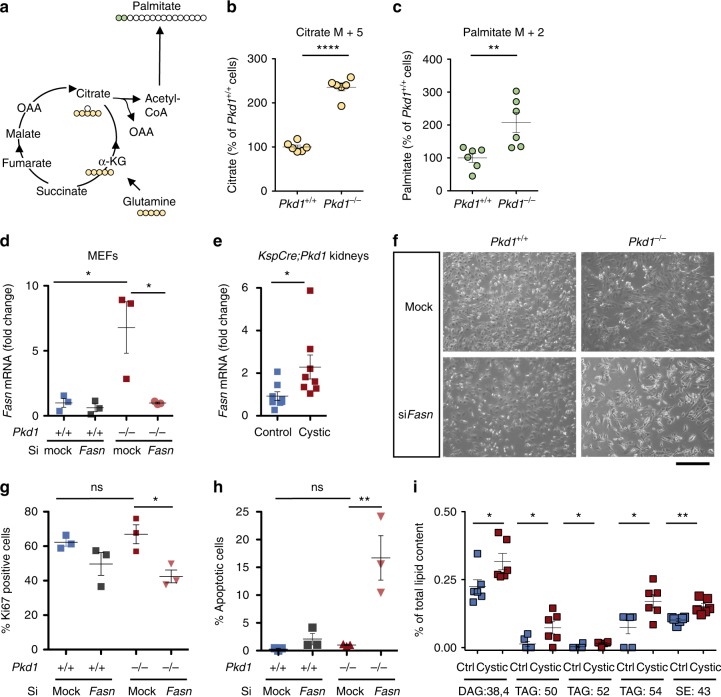
Glutaminolysis and fatty acids synthase dependence of *Pkd1*^*−/−*^ cells. **a** The scheme illustrates the fate of glutamine C atoms in TCA cycle intermediates and fatty acid biosynthesis. **b** Quantification of intracellular citrate (M + 5) labelled by glutamine was significantly higher in *Pkd1*^*−/−*^ as compared with *Pkd1*^*+/+*^ cells. **c** Incorporation of glutamine carbons into intracellular palmitate (M + 2) was significantly higher in *Pkd1*^*−/−*^ as compared with *Pkd1*^*+/+*^ cells. Data are means from six technical replicates from one experiment. **d** Dot plots showing means fold change, SEM, mRNA levels of *Fasn* in *Pkd1*^*−/−*^ compared to mock *Pkd1*^*+/+*^ cells and *SiFasnPkd1*^*−/−*^ compared to mock *Pkd1*^*−/*^^−^ normalized to *Hprt*. Three technical replicates of at least 3 independent experiments. **e** Dot plots showing means fold change, SEM, mRNA *Fasn* levels measured in control compared to cystic kidneys normalized to *Hprt*. *n* = 8, two technical replicates of at least two independent experiments. **f** Representative images showing cellular morphology of si*Fasn* in *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ and mock controls. **g** Representative graph of percentage Ki67-positive cells for mock and *SiFasn* for *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ cells after 48 h of transient silencing. Data from three technical replicates of at least two independent experiments. **h** Representative graphs showing percentage of apoptotic cells after 48 h of transfection, data from three technical replicates from three independent experiments. **i** Lipidomic profiling of cystic versus control kidneys showed altered percentage of diacylglycerol (DAG:38.4), three different species of triacylglycerol (TAG:50, TAG:52 TAG:54) and sterol esters (SE:43) from total lipid content, *n* = 6. Scale bar is 100 μm. Mean ± SEM were indicated, n.s. not significant (*p* ≥ 0.05), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. *t*-test for **b**, **c**, ANOVA followed by Bonferroni for **d**, **e**, **g**, and **h** ANOVA for **i**

Overall, enhanced de novo fatty acids biosynthesis is a feature of ADPKD observed both in cells and in murine tissues and this process is necessary for *Pkd1*^*−/−*^ cells to proliferate and survive.

### A mathematical model reveals energetic pathways coordination

To gather a broader understanding of the metabolic changes observed, and to predict whether the different pathways are causally linked, we performed an in silico study. To this end we applied a recently described algorithm to predict changes in metabolic fluxes and metabolites across two conditions in a genome-scale metabolic model including 785 metabolites linked by 2589 enzymatic reactions (Differential Flux Balance Analysis, DFA)^28^. After removing all liver-specific functions, we used DFA to simulate in silico an increase in glucose uptake by imposing a constrain of enhanced glucose input driven by two transporters (TCDB:2.A.21.3.6 and TCDB:2.A.1.1.29, see Methods and Supplementary Data 4). We used as input the amount of increase in glucose uptake (1.6 fold) observed in the tracing experiments of *Pkd1*^*−/−*^ MEFs as compared to *Pkd1*^*+/+*^ controls (Fig. 2f). Next, we analysed the complete list of metabolites ranked according to their predicted change. This list was used as the input to KEGG-Pathways Based Enrichment Analysis, resulting in 31 pathways significantly enriched for altered metabolites (FDR ≤ 0.01). The most significant were glycolysis, TCA cycle, PPP, OXPHOS, and FAS (FDR ≤ 0.01) (Supplementary Fig. 5a). Importantly, this method allows to assign a direction to all the metabolic fluxes and to further predict additional alterations. Besides the metabolic pathways above we noticed a remarkable increase in glutamine uptake in the model system (DA_*p*_ = 0.5) (Fig. 6a, b and Supplementary Data 5), consistent with our glutamine labelling experiments. Further to this, the in silico simulations suggested that CPT1 and CPT2 metabolic fluxes might be reduced as a consequence of increased FAS. Indeed, qRT-PCR analysis showed that *Cpt1a* was significantly reduced in cells (*P* = 0.01) and kidneys lacking functional *Pkd1* (*P* = 0.009) (Supplementary Fig. 5b), further validating the predictions originated by the algorithm and in line with previous findings^15,16^.

**Fig. 6:**
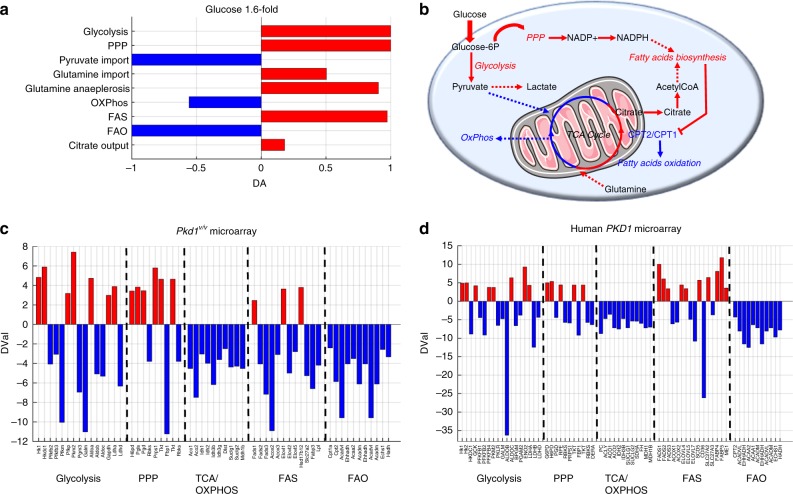
Global metabolic changes from in silico simulation and transcriptional profiling in polycystic kidney disease. **a** Analysis of metabolic rearrangement in bioenergetic pathways resulting from in silico simulations. The Differential Abundance (DA) score captures the average, gross changes of all metabolic fluxes in a pathway. A score of −1 indicates that all the simulated metabolic fluxes in the pathway decrease, while a score of 1 indicates that all in silico fluxes increase upon comparing the simulations of increased of glucose uptake with the computations of wild-type conditions. **b** Representation of the results of metabolic changes in the DFA in silico simulations upon increased glucose uptake. Data show that equilibrium is reached when upregulation of GLY, PPP, glutaminolysis, and FAS is achieved, while a reduction of OXPHOS and FAO. The figure contains modified elements from Servier Medical Art (http://smart.servier.com/). **c** Identification of genes differentially expressed in *Pkd1*^*V/V*^ kidneys versus controls in GLY, PPP, TCA/OXPHOS, FAS, and FAO. *D-val* represents the output of SAM algorithm launched with the parameter *delta* set to 1.0. All genes in the panel were differentially expressed between *Pkd1*^*V/V*^ animal model and wild-type model at P10 with a *FDR* equal to 0.1. Upregulated genes are shown in red, while downregulated ones are reported in blue. **d** Identification of genes differentially expressed in GLY, PPP, TCA/OXPHOS, FAS, and FAO in human *PKD1* microarrays data sets. *D-val* represents the output of SAM algorithm launched with the parameter *delta* set to 2.4. All genes in the panel were differentially expressed between cystic (small, medium, and large cysts) versus control tissues (minimal cystic and normal renal cortical tissues) with a *FDR* equal to zero. *n* = 4 for *Pkd1*^*V/V*^ animal model, *n* = 8 (normal and minimal cyst) and *n* = 13 for large, medium, small cyst for human *PKD1* microarrays

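With *delta* at the value in the paper's methods, SAM called 9 genes of GLY higher and 7 lower, and 4 genes of the PPP higher and 2 lower (4 lower without wild-type replicate 3). It called 4 genes of FAS higher and 10 lower. In TCA/OXPHOS it called 10 genes lower, in FAO it called 7 lower, and in neither list did SAM or limma call a gene higher. Among the genes read in the murine panel, 49 have a named probe in the annotation used here. Of these, 47 passed the detection filter, and the log2 fold change of all 47 had the sign drawn in the panel. The panel's genes were chosen by SAM on these same arrays, so this match, and that of the calls, checks the processing and is not independent support. *Hk2* and *Acaa1b*, which SAM also called here, were not among the genes read in the panel. *Cpt1a*, which admits long-chain fatty acids to the mitochondrion, and *Mdh1b* were detected on too few arrays (n = 4 per genotype) to be tested by limma. SAM, run without the detection filter, called *Mdh1b* lower (SAM statistic −3.43), so its TCA/OXPHOS count includes this weakly detected gene. limma called 43 genes in the direction drawn, and the exceptions were *Gapdh* (log2 fold change 0.08), *Fads1* (0.28), *Idh3g* (−0.24), and *Dlst* (−0.23). SAM called 45 genes in the direction drawn, *Mdh1b* among them. The genes that it left out were *Gapdh* (SAM statistic 0.972), *Idh3g* (−1.83), *Cpt1a* (−2.15), and *Hadh*, a dehydrogenase of mitochondrial β-oxidation that limma called lower, a call lost without *Pkd1* V/V replicate 1, 2, or 3 or wild-type replicate 1 or 3.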

The analysis of the in silico fluxes generated by the model revealed that most of the alterations in the discussed metabolic pathways is coordinated and likely causally linked, to the point that a single change in the increased uptake of glucose recapitulates a broad alteration in the other metabolic pathways (Fig. 6b).

### Analysis of ADPKD kidneys transcriptional profiles

We next reasoned that if these changes are indeed coordinated, they should occur in a synchronous fashion in the cystic kidneys. To address this point we first used a qPCR-based transcriptional profiling (qPCR arrays Qiagen^TM^) applied to a *KspCre;Pkd1*^*flox/−*^ kidneys analysed at the same time point in which metabolomics was performed (P4). Although the qPCR-based arrays provided a rather limited number of targets, the data showed a trend of alterations to key enzymes involved in GLY, PPP, FAS, and FAO, despite only a few displaying significant changes between the cystic and the control samples (*P* in the range 0.0002–0.03), (Supplementary Fig. 5c and Supplementary Data 6, 7).

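RNA from 8 mouse kidneys at P10 was measured on Illumina MouseRef-8 v2.0 BeadChip arrays, with 4 kidneys from *Pkd1* V/V mice, 4 from wild-type mice, and a separate array for each kidney. *Pkd1* itself had a signal of 101 ± 31.7 (SD, n = 4) in *Pkd1* V/V kidneys and 117 ± 25.0 (SD, n = 4) in wild-type kidneys, a log2 fold change of −0.20 (standard error 0.22, adjusted *P* = 0.545 from limma). A hypomorphic allele need not change the amount of transcript, so this signal does not check the genotype of the samples. *Pkd2* has no named probe in the annotation used here. For each array the authors deposited the signal of 25697 probes after background subtraction, a detection p-value for each probe, the number of beads, and the standard error over the beads. A second deposited table holds quantile-normalized signals of the same arrays on a linear scale. Between 51.8 and 54.1% of the probes were detected at a p-value under 0.05 in *Pkd1* V/V kidneys (median 52.6%), and between 52.0 and 54.3% in wild-type kidneys (median 52.6%). For the values given here, the background-subtracted signals were quantile-normalized, signals below 0 were set to 0, and 16 was added before the log2 transformation. Probes detected at a p-value under 0.05 on at least 3 of the 8 arrays were kept, and each gene was represented by its probe with the highest mean. The resulting 9833 genes were compared between genotypes with limma, and a gene was called higher or lower at a Benjamini-Hochberg adjusted *P* under 0.1. The number of arrays limits the precision of each value.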

To assess more comprehensively the expression of metabolic enzymes, we performed a microarray analysis on kidneys collected at P10 derived from a hypomorphic *Pkd1* mutant mouse (*Pkd1*^*V/V*^), which results in a milder polycystic kidney disease phenotype^29^. 

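On the first principal component of the detected genes, which held 56.7% of the variance, the *Pkd1* V/V kidneys lay on one side and the wild-type kidneys on the other. Scores of the 4 *Pkd1* V/V kidneys ran from 19.4 to 46.7, with replicate 1 farthest out and the other 3 at 28.0 or below, and those of the 4 wild-type kidneys from −33.0 to −25.8. The second component, with 16.6% of the variance, did not separate the genotypes. Its highest score was that of wild-type replicate 4 (32.2), while the other controls lay between −10.0 and −3.48, and *Pkd1* V/V replicate 1 lay at 22.6. Wild-type replicate 4 also stood apart in transcripts of proteins that the liver secretes. *Ahsg*, which encodes fetuin-A, had a signal of 14245 in this kidney and a mean of 3.66 in the other 3 wild-type kidneys. *Apoa1*, which encodes the main protein of high-density lipoprotein, had a signal of 12384 in this kidney and a mean of 2.64 in the others. The separation along the first component was not tested, since the component was computed from the same kidneys.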

First, data were analysed by PCA and hierarchical clustering analysis, showing a very good separation of the samples in both assays (Supplementary Fig. 5d, e and Supplementary Data 8). 

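Among the 8 largest rises in *Pkd1* V/V kidneys were those of *Lcn2*, *Actg2*, and *Ccl7*, and among the 8 largest falls were those of *Slc5a2*, *Miox*, and *Pck1*. *Lcn2*, a marker of tubular injury, had a signal of 8295 ± 2215 (SD, n = 4) in *Pkd1* V/V kidneys and 482 ± 29.5 (SD, n = 4) in wild-type kidneys, a log2 fold change of 4.03 (standard error 0.17, adjusted *P* = 2.03e-06 from limma). *Actg2*, a smooth muscle actin above background in 3 of the 4 controls, had a log2 fold change of 4.96, *Ankrd1*, which encodes a muscle ankyrin repeat protein, one of 4.16, and *Timp1*, an inhibitor of matrix metalloproteinases, rose 14.4-fold. Over the alternatives, the log2 fold change of *Actg2* ran from 4.26 with a larger offset to 5.51 with none, and that of *Ankrd1* from 3.54 to 4.64. Another 4 genes among the 8 largest rises were above background in all 4 mutants and in no control. Against the weakest detected signal of each control array, the small proline-rich genes *Sprr2g* and *Sprr2f* were at least 53.9-fold and at least 12.4-fold higher, the chemokine *Ccl7* at least 7.22-fold higher, and *Wnt7a* at least 5.54-fold higher. Among the 8 largest falls, the sodium-glucose cotransporter *Slc5a2* had a log2 fold change of −2.77 (with *Pkd1* V/V replicate 1 below the other mutants), and *Miox*, which oxidizes *myo*-inositol, one of −2.49. *Pck1*, an enzyme of gluconeogenesis, had a log2 fold change of −2.49, the acyl-CoA thioesterase *Acot3* of −2.49, and the kallikrein *Klk1b27* of −2.48. The other 3 encode plasma proteins of the liver, *Apoa2* (−3.57), *Serpina1d* (−3.42), and *Serpina1b* (−3.01). These were highest in wild-type replicate 4, and without that kidney their log2 fold changes were −2.24, −2.03, and −1.67. Across the genes tested, 1655 were higher and 1549 lower in *Pkd1* V/V kidneys, of which 419 and 448 changed at least 2-fold. SAM called 2072 genes higher and 1865 lower, and of 3578 genes that it called and limma tested, 3003 were called the same way by both. The calls of *Serpina1b* and *Serpina1d* were lost without *Pkd1* V/V replicate 4 (adjusted *P* = 0.128 and 0.108 from limma), and that of *Serpina1b* also without any other mutant (adjusted *P* between 0.105 and 0.116).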

Next, microarrays data have been analysed by means of the Significant Analysis of Microarrays (SAM) algorithm to identify differentially expressed genes^30^ followed by analysis of the full list of genes (Supplementary Data 9) involved in GLY, PPP, and FAS. These genes are mostly upregulated, while the genes involved in OXPHOS and FAO are markedly downregulated (*FDR* = 0.1) (Fig. 6c). 

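Of the 27 tested genes of the FAO and TCA/OXPHOS lists, limma called 16 lower in *Pkd1* V/V kidneys at P10, and 11 did not pass the test. None was called higher, nor was any higher at an unadjusted p under 0.05 from limma. Of the 10 tested genes of the study's FAO list, 8 fell and 2 did not pass the test, with a median log2 fold change of −0.81. *Ehhadh* and *Acaa1b*, enzymes of peroxisomal β-oxidation, had log2 fold changes of −1.92 (standard error 0.36, adjusted *P* = 0.00392 from limma, n = 4 per group) and −1.63 (standard error 0.23, adjusted *P* = 0.000988). *Ehhadh* was lower in wild-type replicate 2 than in the other controls, and *Acaa1b* was lower in *Pkd1* V/V replicate 1 than in the other mutants. *Acadvl*, a mitochondrial acyl-CoA dehydrogenase, had a log2 fold change of −0.79 (standard error 0.11, adjusted *P* = 0.00122 from limma). Of the 17 tested genes of the TCA/OXPHOS list, 8 fell and 9 did not pass, with a median of −0.46. This list holds enzymes of the TCA cycle and related ones, with *Sdha* as its only respiratory chain subunit. *Pcx*, the pyruvate carboxylase that supplies oxaloacetate, had a log2 fold change of −1.69 (standard error 0.26, adjusted *P* = 0.00145) and was lowest in *Pkd1* V/V replicate 1. *Aco1*, the cytosolic aconitase, and *Idh3b*, a subunit of isocitrate dehydrogenase, had log2 fold changes of −0.99 and −0.58. When adjusted over the list alone, 8 genes of FAO and 9 of TCA/OXPHOS were lower and none was higher. Ranked against the other genes by limma's camera, both lists were lower with a preset correlation between genes of 0.01 (adjusted *P* = 8.65e-05 for FAO and 0.000561 for TCA/OXPHOS), and neither was with an estimated correlation (adjusted *P* = 0.205 and 0.324).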

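In complexes I to V of the respiratory chain, 26 of 69 tested subunits fell in *Pkd1* V/V kidneys, 1 rose, and 42 did not pass the test, with a median log2 fold change of −0.32 (limma, n = 4 per group). The number that fell was 10, 14, 18, and 22 without *Pkd1* V/V replicate 1, 2, 3, and 4. It was 9, 15, and 13 without wild-type replicate 1, 2, and 3, and 34 without wild-type replicate 4. In complex I, 8 of 32 subunits fell, among them *Ndufs7* (−0.47), and *Ndufb10* rose (0.51). The calls of the other 7 that fell were each lost in 1 to 7 of the 8 fits that left out a kidney. All 3 tested subunits of complex II fell, *Sdhb* with a log2 fold change of −0.63, *Sdhd* with one of −0.61 whose call was lost without *Pkd1* V/V replicate 1 or 2, and *Sdhc* with one of −0.36 whose call was lost without wild-type replicate 1 (adjusted *P* = 0.103). In complex III, *Cyc1* (−0.54), *Uqcr11* (−0.44), *Uqcrh*, *Uqcr10*, and *Uqcrc2* fell out of 7 tested subunits, and in complex IV, *Cox7a2l* (−0.55), *Cox4i1* (−0.34), *Cox6c*, *Cox8a*, and *Cox7b* fell out of 12. In complex V, *Atp5j* (−0.39), *Atp5b* (−0.33), *Atp5h*, *Atp5c1*, and *Atp5l* fell out of 15. The calls of *Atp5j* and *Atp5b* were each lost in 5 of the 8 fits that left out a kidney, both of them without *Pkd1* V/V replicate 1 or 2 or wild-type replicate 1 or 2 (adjusted *P* up to 0.136 and 0.161), and those of *Uqcr10*, *Uqcrc2*, *Cox6c*, *Cox8a*, *Cox7b*, *Atp5h*, *Atp5c1*, and *Atp5l* in 3 to 7 of them. By limma's camera, the 5 complexes were lower with the preset correlation (adjusted *P* from 0.000353 to 0.0357), and none was with an estimated one (adjusted *P* from 0.332 to 0.450). When adjusted over the list alone, 4 subunits of complex I were lower and 1 higher, and 3 of complex II, 5 of III, 6 of IV, and 6 of V were lower. Of 22 proximal tubule markers 19 fell and none rose (median log2 fold change −1.59), and of 7 markers of the thick ascending limb 5 fell and none rose (−1.14), while of 9 principal cell markers 6 rose and none fell (0.61). Of 4 markers of the distal convoluted tubule 2 fell (−0.73), of 7 of intercalated cells 1 rose and 2 fell (−0.10), of 4 of podocytes 3 fell (−0.97), and of 9 of endothelium 7 fell and none rose (−0.78). All 15 genes of macrophages and leukocytes rose (2.01), as did 9 of 11 of tubular injury (1.67, and 1.49 with 2 genes at background in the controls set at their lower bounds), and of 14 of fibroblasts and matrix 9 rose and 3 fell (0.65). With camera's estimated correlation, none of these lists passed (adjusted *P* = 0.205 or above).

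**Figure D1:**
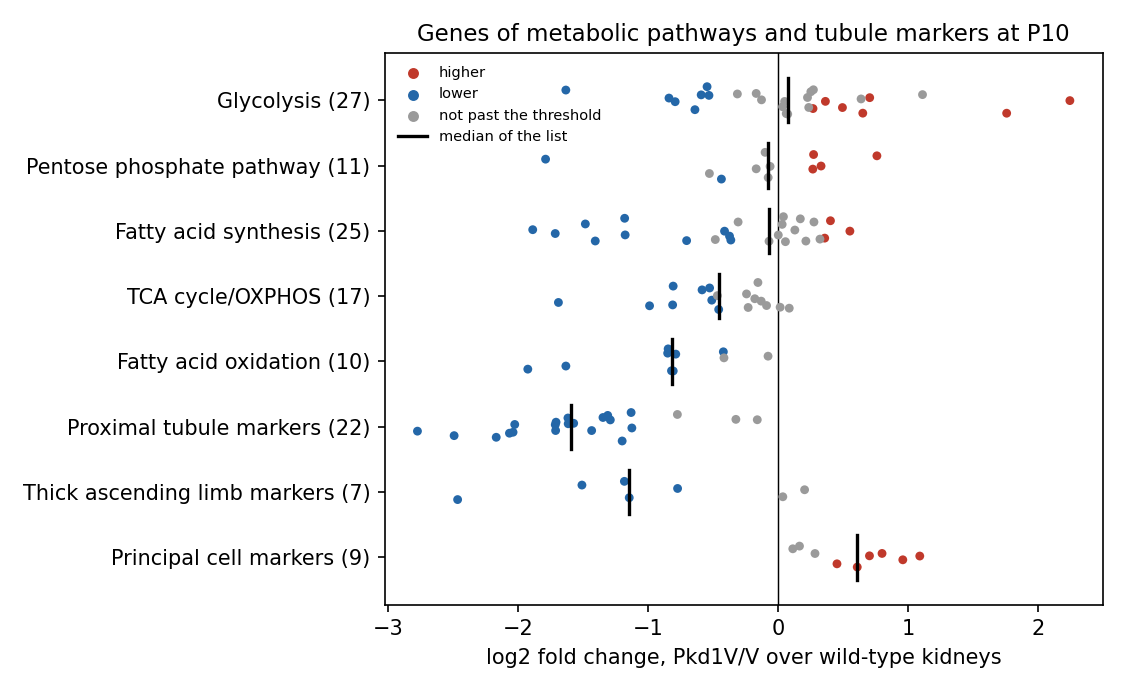
Log2 fold change between *Pkd1* V/V and wild-type kidneys at P10 (n = 4 per group, horizontal axis) of each tested gene in the study's 5 pathway lists and in 3 lists of tubule markers, with the number of genes in brackets. Points are genes, coloured by their limma call, the black bars are list medians, and the FAO median lies at −0.81 and the proximal tubule median at −1.59.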

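Among the study's genes of GLY and the PPP, some rose and others fell in *Pkd1* V/V kidneys. In GLY, 7 of 27 tested genes rose, 7 fell, and 13 did not pass the test, with a median log2 fold change of 0.08. Hexokinase 2, *Hk2*, which phosphorylates glucose, rose 4.75-fold (log2 fold change 2.25, standard error 0.22, adjusted *P* = 0.000194 from limma, n = 4 per group). *Hkdc1*, a further hexokinase, had a log2 fold change of 1.76 (standard error 0.19, adjusted *P* = 0.000304), and *Pkm*, the muscle pyruvate kinase, one of 0.65 (standard error 0.11, adjusted *P* = 0.00257). *Galm*, which interconverts the anomers of galactose and glucose, had a log2 fold change of −1.63, the aldolase *Aldoc* one of −0.84, and the phosphofructokinase *Pfkm* one of −0.59, with *Pkd1* V/V replicate 3 above the other mutants. In the PPP, 4 of 11 genes rose and 2 fell, with a median of −0.08. *H6pd*, the dehydrogenase of the endoplasmic reticulum, rose (log2 fold change 0.76, adjusted *P* = 0.0124), as did *Pgls* (0.33, adjusted *P* = 0.0635), *Prps1* (0.27, adjusted *P* = 0.0745), and *Tkt* (0.27, adjusted *P* = 0.0980). The calls of *Prps1* and *Tkt* were lost without any one kidney (adjusted *P* from 0.104 to 0.153 and from 0.105 to 0.196), and that of *Pgls* without *Pkd1* V/V replicate 2 or 4 or wild-type replicate 1, 3, or 4 (adjusted *P* from 0.111 to 0.149). Those that fell were *Fbp1* (−1.79), which also serves gluconeogenesis, and the ribokinase *Rbks* (−0.44).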

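In FAS, 3 of 25 tested genes rose and 10 fell in *Pkd1* V/V kidneys (limma, n = 4 per group), with a median of −0.07 and a mean log2 fold change of −0.36. The desaturase *Scd2* (0.55), the elongation enzyme *Hsd17b12* (0.36), and the elongase *Elovl1* (0.40) rose. The call of *Hsd17b12*, which was highest among the controls in wild-type replicate 4, was lost without *Pkd1* V/V replicate 3 or wild-type replicate 3 (adjusted *P* = 0.121 and 0.102). That of *Elovl1* was lost without *Pkd1* V/V replicate 1 or 2 or wild-type replicate 1 or 3 (adjusted *P* from 0.110 to 0.113). *Fasn*, the fatty acid synthase, had a log2 fold change of 0.03 (standard error 0.14, adjusted *P* = 0.892). Among those that fell were *Acox2* (−1.89), an oxidase of peroxisomal β-oxidation, the desaturase *Fads3* (−1.18), and *Me1* (−1.18), the malic enzyme that supplies NADPH. Of the falls, the calls of *Elovl5*, *Acox3*, and *Fads2* were lost in 6, 5, and 2 of the 8 fits that left out a kidney. The number of FAS genes that fell was 7 without *Pkd1* V/V replicate 4 and 10 without *Pkd1* V/V replicate 1. When adjusted over the list alone, 10 genes of GLY were higher and 7 lower, 4 of the PPP higher and 3 lower, and 3 of FAS higher and 10 lower. By limma's camera with the preset correlation, FAS was lower (adjusted *P* = 0.0357, and 0.205 with an estimated correlation), and GLY and the PPP did not pass (adjusted *P* = 0.627 and 0.752). The paper reasons that coordinated changes should occur synchronously in cystic kidneys. From the murine and human arrays together, it states that bioenergetic pathways are generally reprogrammed in ADPKD, and it proposes that most of the alterations are coordinated and simultaneous.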

Next, to validate our findings in human samples, we applied again the SAM algorithm^30^ to a previously published dataset of microarrays derived from the cystic kidneys of patients carrying *PKD1* mutations. Data were next screened for the complete list of genes involved in bioenergetics (Methods section) (Fig. 6d)^31^. The results showed that the metabolic alterations described in cellular and animal models of ADPKD (Figs. 1–3) and recapitulated by the mathematical model (Fig. 6a, b) and by the murine microarrays (Fig. 6c) are all perturbed in ADPKD1 kidneys including GLY, PPP, oxidative TCA cycle (TCA/OXPHOS), FAS, and FAO. Importantly, in human samples as well GLY, PPP, and FAS appear to be mostly upregulated, even if some isoforms of the enzymes are downregulated (*FDR* = 0). In contrast, both the OXPHOS and FAO enzymes are markedly downregulated (*FDR* = 0) (Fig. 6d).

These data taken together show that a general metabolic reprogramming of bioenergetic pathways is a hallmark of ADPKD and that likely most alterations are highly coordinated and occur simultaneously, opening unique opportunities for targeting them all with a few interventions.

## Discussion

In this study we performed a thorough analysis of the metabolic derangements observed in ADPKD using studies that range from global profiling in orthologous animal models to in silico flux analysis, in vitro carbon and nitrogen tracing, and finally validation in murine and human microarray data sets. The main conclusion of our studies is that a global metabolic reprogramming occurs in ADPKD, involving several pathways. Of all pathways involved, rewiring of central carbon metabolism is the most prominent and includes interlinked alterations of increased GLY, PPP, and FAS along with decreased OXPHOS and FAO. Of interest, we found that glutaminolysis is enhanced as a compensatory mechanism and used for both energy yielding purposes as well as for anabolic needs. Finally, we found that the usage of glutamine in ADPKD is interlinked with the asparagine metabolism and it involves upregulation of *Asns*. This is particularly intriguing because we found that targeting *Asns* is lethal in ADPKD cells, particularly when associated with glucose deprivation, thus opening new therapeutic perspectives for a combination therapy in this disease.

Based on previous studies it appeared that minimal changes in a few individual metabolic pathways might occur in ADPKD. Here we show instead that the metabolic alteration in ADPKD tissues is rather robust and occurs in multiple pathways. In addition to GLY and FAO, we find here alterations in the PPP, in FAO, in glutaminolysis and in OXPHOS. Furthermore, we show here that not only multiple metabolic pathways are occurring simultaneously, but that they are interconnected and likely causally linked.

A previous study has performed profiling of metabolites in an orthologous model of ADPKD, reporting only minimal changes in a few metabolites in *Pkd1*-mutant kidneys. The authors used a *Pkd1* orthologous mouse model carrying an inducible ubiquitous Cre^15^. Inactivation was induced after weaning, leading to a slowly progressive disease model with great variability in the renal phenotype^15^. This may explain why the metabolomics profiling data failed to separate in PCA based on the genotype. In the current study, we have used a kidney-specific Cre line to inactivate the *Pkd1* gene exclusively in the distal tubules and in collecting ducts (cadherin16-Cre, *KspCre*). This animal model develops a rapidly progressive phenotype with manifestation in the neonatal life. The different time points at which samples were analysed might in part explain the discrepancies with previous work^15^. More importantly, the animal model used in the current study shows reduced variability in the renal phenotype allowing for a good separation of the sample by PCA analysis and hierarchical clustering. Our data on the reduced FAO agree with those previously reported^15^, but we propose here that a much broader metabolic derangement than previously appreciated is present in ADPKD.

Importantly, we analysed renal samples at the cystic stage. Therefore, we cannot exclude that the metabolic alterations are secondary to cyst expansion. Relevant to this is the fact that recent investigations have unveiled an important correlation between chronic kidney disease (CKD) and metabolic changes^32^. Here we have excluded that at the time of analysis (P4) the animals are reaching CKD. Indeed, we observed a minimal initial increase in circulating urea, but absence of prominent inflammatory infiltrate or fibrosis. In addition, most of the metabolic alterations can be observed in isolated cells. Likewise, we have excluded that a prominent hypoxic state is present in the kidneys at the stages analysed. All these pieces of evidence suggest that the observed metabolic derangements are not secondary to CKD or hypoxia. However, based on the current knowledge we cannot exclude that, as disease progresses, additional alterations such as hypoxia and/or CKD can further contribute to disease worsening through additional metabolic stress.

In a recent elegant study, Hajarnis et al. has shown that the reduced FAO is secondary to the upregulation of microRNA-17, which in turn downregulates the expression levels of Pparα, ultimately reducing FAO^16^. Of interest, the authors were able to rescue the phenotype of *Pkd1* mutant mice by using fenofibrate, a natural compound acting as an agonist of Pparα and achieving enhancement of β-oxidation and OXPHOS^16,33^. Notably, the authors showed that the oncogene Myc is the main driver of miRNA17 expression^16^. It is important to note here that Myc is indeed considered a master regulator of metabolism in several types of cancer, with glycolysis and glutaminolysis both being regulated by this oncogene^34^.

In the current study we have used both LC-MS and GC-MS studies to perform metabolic profiling. While this type of analysis is informative, it also has the limitation that it provides a static snapshot of the metabolites detected, without a precise information on whether a given metabolic pathway is upregulated or downregulated. Indeed, we found decreased levels of most glycolytic intermediates in the static analysis of *KspCre;Pkd1*^*flox/−*^, including lactate. This is likely due to a rapid degradation or excretion of lactate in vivo. Indeed, by metabolic tracing with ^13^C_6_-glucose we previously showed detection of a large increase in lactate production in vivo^11,12^ when kidneys are collected after 40 minutes.

Metabolic tracing is a much more powerful tool to study the dynamic regulation of metabolic pathways. Our current studies show that *Pkd1*^*−/−*^ cells uptake large amounts of glucose used in the glycolytic pathway to generate lactate and that only minimal amounts of glucose are funnelled into the TCA cycle in mitochondria. Furthermore, we found that an increased uptake of glutamine is occurring in *Pkd1*^*−/−*^ cells as compared to the controls and it is oxidized into the TCA cycle, likely compensating for the reduced usage of glucose. Since the overall respiration of the cells is diminished, the likely explanation is that glutamine is used by these cells to preserve the mitochondrial membrane potential and avoid undergoing apoptosis. Indeed, in a previous study we demonstrated that the mitochondrial membrane potential was not majorly affected in the mutant cells^11^, despite the negligible contribution of glucose to mitochondria-generated ATP^11^. Our data are in disagreement with previous work reporting lack of enhanced glycolysis, and presence of defective mitochondrial membrane potential in *Pkd1*^*−/−*^ cells^6^. While differences in the cell type employed, in the immortalization procedure or in the culture conditions might account for part of the discrepancies, this cannot be the sole explanation for the controversial results. The glycolysis measurements in the previous studies are affected by wild-type cells being highly glycolytic, suggesting a minimal mitochondrial activity in the control cells and possibly limiting the capability to detect any increase in mutant cells^15^. Further studies will be required to reconcile the findings in the various different cell types analysed.

In the current study, we show that in addition to being oxidized in the TCA, glutamine is also used reductively in the *Pkd1*^*−/−*^ cells to generate citrate, which is transported into the cytosol and converted to acetyl-CoA, an essential substrate for fatty acids biosynthesis. The last process is upregulated in ADPKD likely to generate the membranes required for the proliferation of these cells. Indeed, silencing of *Fasn* greatly impacts cell proliferation and survival. Thus, our studies demonstrate a critical role for glutamine as a compensatory mechanism for the reduced usage of glucose in polycystic kidney disease. Our data provide the mechanistic explanation for two recent studies demonstrating that targeting glutaminolysis via the inhibition of the enzyme glutaminase (GLS) retards the progression of the disease. However, this effect was observed in some, but not in other animals carrying mutations in *Pkd1*^21,22^. Our study here provides a potential explanation for this discrepant observation. In our analyses we did not detect changes in the expression levels of GLS. This is in line with the results of Soomro et al., that showed no differences in vitro in the response of polycystic kidney disease or normal cells to inhibitors of GLS^22^. It should be noted, however, that despite this lack of increased expression we would expect that interfering with this enzyme should reduce glutamine uptake at least in vivo, because GLS is certainly the most commonly used enzyme to convert glutamine to glutamate in most tissues under physiological conditions. Indeed, treatment with the GLS inhibitors CB-839 resulted in a certain degree of reduction of cyst burden in two models of *Pkd1* mutants^21,22^, while it failed to improve the phenotype in a third one^22^. However, we have shown here that the utilization of glutamine in ADPKD is interlinked with the synthesis of asparagine via asparagine synthetase, ASNS, a transamidase that converts aspartate into asparagine while deaminating glutamine to form glutamate^35^. A recent study has shown that this reaction is used in physiological conditions by endothelial cells to utilize glutamine as a carbon source^36^. Our study shows that a similar mechanism is likely employed in ADPKD to consume glutamine. Indeed, silencing of *Asns* resulted in a complete rescue of the accumulation of α-KG, specifically by reducing the glutamine contribution to α-KG generation. Based on this, we propose that inhibiting ASNS would be a much more specific way to reduce glutamine usage in polycystic kidney disease, opening an important opportunity for a more targeted approach in ADPKD treatment. In line with this, we have found that silencing *Asns* impacts the growth of *Pkd1*^*−/−*^ cells and this is more prominent when cells are also deprived from glucose. The data indicates that indeed glutamine usage compensates for the lack of glucose utilization in the TCA cycle by the *Pkd1*^*−/−*^ cells and that targeting both processes at once is more effective than either one alone. In line with this, the starvation from both glucose and glutamine drastically enhances cell death in cells lacking *Pkd1*. Thus, inhibitors of *Asns* along with the glycolytic inhibitor 2-deoxy-d-glucose^11,12^ might offer a good therapeutic strategy in ADPKD and further studies should be devoted to test this possibility.

Ultimately, it should be noted that our results do not show the precise mechanism through which PC-1 regulates cellular and mitochondrial metabolism. Recent studies have reported a possible role for PC-1 in regulation of mitochondrial function either through regulation of mitochondrial Ca^2+^ uptake in mitochondrial-associated membranes^7^ or by direct translocation of a short fragment of the protein into the matrix of mitochondria^6^. Future efforts should be devoted to the understanding of the origin of the metabolic alterations in ADPKD, including the role of the Polycystins in regulation of mitochondrial function.

In conclusion, we report here the first broad overview of the metabolic derangement observed in ADPKD. Importantly, the altered pathways that we report in the current study expand our view on the potential use of inhibitors able to tackle the metabolic alterations to retard disease progression. The highly coordinated alterations observed offer a unique opportunity for targeting the process at multiple levels to block at once the capability of ADPKD cells to produce energy and to synthesize the building blocks needed for proliferation and survival.

## Methods

### Generation of *Pkd1*^*flox/−*^: Ksp-Cre mice

*Pkd1*^flox/−^: Ksp-Cre is a mouse model for ADPKD that develops massive enlarged kidney cysts within few days after birth and was generated by crossing *Pkd1*^*flox/flox*^ and *Pkd1*^+/−^:Ksp-Cre mice^37,38^. The age of the pups was accurately assessed by daily control of birth combined with the follow up of the variation of coat colours as described by Jackson Laboratories (https://www.jax.org). All mice used in these experiments were in a pure C57/BL6N genetic background (i.e. >10 backcrosses) and were maintained in specific pathogen free colonies handled by a service company provided at the San Raffaele Scientific Institute (Charles River). Mice received a sterilized (vacuum packed and irradiated) chow diet [25/18 CR, 5 % w/w crude fat (predominantly from soya products), soya oil 0.5% (14% kcal from fats, energy density of 2.64 kcal/g)]. All mice had ad libitum access to water and food. All experiments involving animals were performed under a protocol approved by an institutional ethical committee and, subsequently, by the Italian Ministry of Health (IACUC number: 736).

### Untargeted metabolomic analysis of kidneys and MEFs

The untargeted metabolomics in kidneys (Fig. 1) and MEFs (Supplementary Fig. 2) were carried out at Metabolon®. Briefly, samples were subjected to preparation and analysis as per the description of the supplier Metabolon®: to methanol extraction, split into aliquots for analysis by ultrahigh performance liquid chromatography/mass spectrometry (UPLC/MS). Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. The sample extract was dried then reconstituted in solvents compatible to each of the four methods. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analysed using acidic positive ion conditions, chromatographically optimized for more hydrophilic compounds. In this method, the extract was gradient eluted from a C18 column (Waters UPLC BEH C18-2.1 × 100 mm, 1.7 µm) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid. Another aliquot was analysed using acidic positive ion conditions, however it was chromatographically optimized for more hydrophobic compounds. In this method, the extract was gradient eluted from the same afore mentioned C18 column using methanol, acetonitrile, water, 0.05% PFPA, and 0.01% formic acid and was operated at an overall higher organic content. A third aliquot was analysed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extracts were gradient eluted from the column using methanol and water, however with 6.5 mM Ammonium Bicarbonate at pH 8. The fourth aliquot was analysed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1×150 mm, 1.7 µm) using a gradient consisting of water and acetonitrile with 10 mM Ammonium Formate, pH 10.8. The mass-spectrophotometric analysis alternated between MS and data-dependent MS^n^ scans using dynamic exclusion. The scan range varied slighted between methods but covered 70–1000 *m/z*. Metabolite concentrations were determined by automated ion detection, manual visual curation and were analysed in-line using software developed by Metabolon®^39^.

### Lipid extraction for untargeted mass spectrometry profiling

Mass spectrometry-based lipid analysis was performed at Lipotype GmbH (Dresden, Germany) as previously described and lipids were extracted using a two-step chloroform/methanol procedure^40^. Briefly, samples were treated as per the description of the company Lypotype GmbH: samples were spiked with internal lipid standard mixture containing: cardiolipin16:1/15:0/15:0/15:0 (CL), ceramide 18:1;2/17:0 (Cer), diacylglycerol 17:0/17:0 (DAG), hexosylceramide18:1;2/12:0 (HexCer), lyso-phosphatidate 17:0 (LPA), lyso-phosphatidylcholine 12:0 (LPC), lysophosphatidylethanolamine 17:1 (LPE), lyso-phosphatidylglycerol 17:1 (LPG), lyso-phosphatidylinositol 17:1 (LPI), lyso-phosphatidylserine 17:1 (LPS), phosphatidate 17:0/17:0 (PA), phosphatidylcholine 17:0/17:0 (PC), phosphatidylethanolamine 17:0/17:0 (PE), phosphatidylglycerol 17:0/17:0 (PG), phosphatidylinositol 16:0/16:0 (PI), phosphatidylserine 17:0/17:0 (PS), cholesterol ester 20:0 (CE), sphingomyelin 18:1;2/12:0;0 (SM), triacylglycerol 17:0/17:0/17:0 (TAG), and cholesterol D6 (Chol). After extraction, the organic phase was transferred to an infusion plate and dried in a speed vacuum concentrator. First step dry extract was re-suspended in 7.5 mM ammonium acetate in chloroform/methanol/propanol (1:2:4,V:V:V) and second step dry extract in 33% ethanol solution of methylamine in chloroform/methanol (0.003:5:1; V:V:V). All liquid handling steps were performed using Hamilton Robotics STARlet robotic platform with the Anti Droplet Control feature for organic solvents pipetting.

### Targeted metabolomics and stable isotope tracer analysis

Immortalized *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ MEFs^26^ and si*Asns Pkd1*^*−/−*^ were plated at 150,000 cells/well onto a 6-well plate (*n* = 6) and cultured in standard conditions. 24 h before sampling for ^13^C-labelling experiments, MEFs were washed twice with PBS and supplemented with media (DMEM (Gibco) supplemented with 10% dialysed foetal bovine serum (Gibco), 1% Penicillin Streptomycin (Pen/Strep, Gibco), Sodium Bicarbonate (3.7 g/l; Sigma Aldrich) containing either uniformly labelled ^13^C_6_-glucose (25 mM) (Cortecnet), ^13^C_5_-^15^N_2_-glutamine (4 mM) (Cortecnet), ^15^N_2_-Glutamine (Cambridge Isotope Laboratories), or ^13^C_5_-Glutamine (Cambridge Isotope Laboratories). Metabolites were extracted from cell pellets (intracellular) with 1 ml of extraction solution (methanol for highly pure liquid chromatography (Sigma Aldrich): acetonitrile gradient grade for liquid chromatography (Merck): ultrapure water (Sigma Aldrich), 50:30:20 with 100 ng ml^−1^ of HEPES (Sigma Aldrich) per million cells. The cell culture medium (extracellular) extracts were prepared by adding 750 µl of extraction solution to 50 µl of centrifuged cell culture medium. Samples were incubated at 4 °C for 15 min at 700 r.p.m., before centrifugation at 13,000 r.p.m. The supernatant was transferred into autosampler vials and stored at −80 °C prior to analysis by LC-MS.

LC-MS analysis was performed using a Q Exactive Orbitrap mass spectrometer coupled to a Dionex U3000 UHPLC system (Thermo Fisher Scientific). The liquid chromatography system was fitted with a Sequant ZIC-pHILIC column (150×2.1 mm) and guard column (20×2.1 mm) from Merck Millipore and temperature maintained at 45 °C. The mobile phase was composed of 20 mM ammonium carbonate and 0.1% ammonium hydroxide in water, and acetonitrile. The flow rate was set at 200 µl min^−1^ with the gradient described previously^41^. To expand on the range of metabolites covered in the analysis, the sample extracts were then run on a ZIC-HILIC column (150 mm × 4.6 mm) fitted with a guard column (20 mm × 2.1 mm) (both Merck Millipore). The aqueous mobile phase solvent used was 0.1% formic acid in water, and the organic mobile phase was 0.1% formic acid in acetonitrile. The flow rate was set at 300 μl min^−1^ and the column oven set to 30 °C, as described previously^41^. The mass spectrometer was operated in full MS mode with polarity switching, and samples were randomized in order to avoid bias due to machine drift and processed blindly. The acquired spectra were analysed using XCalibur Qual Browser and XCalibur Quan Browser software (Thermo Fisher Scientific).

Mass isotopologue distribution of metabolites was determined by integration of the corresponding peaks, and correction for natural abundance was performed using the Polly^TM^ IsoCorrect tool from the cloud-based platform Elucidata (https://polly.elucidata.io).

Consumption and release of metabolites was assessed by subtracting each metabolite total pool in the fresh medium (incubated in the absence of cells) from the pool found in the spent medium samples. The resulting value was then adjusted to the amount of protein generated during the incubation of the cells with the labelled substrate. For this purpose, cells were seeded in parallel plates and protein content was determined by the Bradford method at 0 and 24 h post medium change. Percentage of intracellular pool from each isotopologue was calculated respective of the control (for each metabolite).

### Glycolysis and mitochondrial respiration assays

Cells were plated at a density of 20,000 or 30,000 cells per well in a 96-wells Seahorse cell culture microplates and incubated in a 5% CO_2_ incubator at 37 °C overnight. The following day, 1 h before the test, culture media was replaced with pH-adjusted (pH = 7.4 ± 0.1) bicarbonate-free DMEM (Agilent) with 10 mM glucose (Sigma Aldrich), 1 mM sodium pyruvate (Gibco), and 2 mM l-glutamine (Gibco) for Mito Flex Test (Agilent) and Mito Stress Test or with 2 mM l-glutamine only for Glycolysis Stress Test (Agilent). The plate was then incubated at 37 °C for 1 h in a non-CO_2_ incubator. For the Mito Fuel Flex test and Mito Stress Test, OCR were measured using the Seahorse XF Mito Fuel Flex Test Kit XF and Mito Stress Test Kit (Agilent). Extracellular Acidification Rate (ECAR) was measured using XF Glycolysis Stress Test Kit (Agilent) on an XFe96 Analyzer (Agilent) following the manufacturer’s instructions. Cell numbers were normalized using CyQuant (Thermo Fisher).

### RNA extraction and microarray

Kidneys were removed from wild-type (*n* = 4) and *Pkd1*^V/V^ (*n* = 4) mice at P10 and homogenized in PBS buffer using mini handheld homogenizer. The homogenate was centrifuged and supernatant was discarded. Total RNAs were extracted from the pellet using an RNeasy mini kit (Qiagen) and the quality of total RNA samples was verified by a 260/280 ratio in NanoDrop and agarose gel electrophoresis. Further sample processing for microarray analysis was performed by the Genomics Core of Cleveland Clinic’s Lerner Research Institute, following the facility’s protocols, and hybridized to Illumina’s MouseRef-8 v2.0 BeadChip expression arrays.

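On these arrays, 6037 to 6486 of the probes had a signal below 0 after background subtraction. The median signal was 20.9 to 29.9 in *Pkd1* V/V kidneys and 21.0 to 34.6 in wild-type kidneys. Between 13306 and 13895 probes were detected in *Pkd1* V/V kidneys (median 13513.5) and between 13371 and 13960 in wild-type kidneys (median 13523.5). The median number of beads per probe was 40 on 3 arrays of *Pkd1* V/V kidneys and 35 on that of replicate 4, and it was between 38 and 40 on the arrays of wild-type kidneys. The median standard error over the beads was 5.86 to 6.37% of the signal in *Pkd1* V/V kidneys and 5.51 to 6.44% in wild-type kidneys. Transcripts with a low signal, such as *Epo*, which encodes erythropoietin, were not detected on enough arrays to be tested by limma (n = 4 per genotype).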

### Real-time PCR analysis

RNA was isolated from plated cells or snap-frozen kidneys using the RNAspin Mini kit (GE Healthcare). Total RNA was isolated using the RNA-Isol lysis reagent according to the manufacturer’s instructions. For reverse transcription of RNA, Oligo(dT)_15_ primers (Promega) and ImProm-II Reverse Transcriptase (Promega) were used. Quantitative real-time PCR analysis was performed on duplicate using SYBR Green I master mix (Roche) on LightCycler 480 Instrument (Roche). For primers sequence see supplementary methods, Supplementary Table 1.

### Transient knockdown of Fasn and Asns

For transient knockdown of si*Fasn* and si*Asns* 20 nM (Ambion) pre-designed mRNA with the target sequences: FASN 5′-GGGAUCAUAAAGAUAACUUtt-3′ and 5′-AAGUUAUCUUUAUGAUCCCtc ASNS 5′-GGCCCUUGUUUAAAGCCAUtt-3′ and 5′-AUGGUUUAAACAAGGGCCtg-3’ along with control scrambled siRNA (siCONTROL, Dharmacon), were used following the manufacturer’s instructions and transfection control. For siRNA transfection cells were seeded into a 6-well plate, 100,000/well in 10% FBS (Gibco) in DMEM (Gibco) without antibiotics. The transfections were performed two times over 2 days at a final concentration of 30 nM using Lipofectamine 3000® following the manufacturer’s protocol. Total RNA was prepared from the cells 72 h after the first transfection and qRT-PCR was performed.

### Apoptosis cell assay

Cell death detection kit (TUNEL, Promega) was performed according to the manufacturer instructions after transient knockdown of si*Fasn* or after 48 h of starvation experiments (glutamine, glucose starvation). The protocols and quantifications were previously optimized^11^.

### Growth curve of MEFs in glucose and glutamine starvation

Immortalized *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ MEFs were plated at a density of 150,000 cells/well in DMEM (Gibco) supplemented with 0.5% FBS (Gibco) and 1% Pen/Strep (Gibco). After 16 h, medium was changed to control medium (DMEM, Gibco), supplemented with 10% FBS (Gibco), 1% Pen/Strep (Gibco), sodium pyruvate (1 mM; Gibco), sodium bicarbonate (44 mM; Sigma Aldrich), 25 mM glucose (Sigma Aldrich), and 4 mM glutamine (Gibco); glucose starvation medium (DMEM supplemented with 1 mM Sodium pyruvate, 44 mM sodium bicarbonate, 10% FBS, 1% Pen/Strep and 4 mM glutamine); glutamine starvation medium (DMEM supplemented with 10% FBS, 1% Pen/Strep, 1 mM sodium pyruvate, 44 mM sodium bicarbonate, and 25 mM glucose) or glucose and glutamine starvation medium (DMEM supplemented with 10% FBS and 1% Pen/Strep, 1 mM sodium pyruvate, 44 mM sodium bicarbonate). After 24 and 48 h, cells were trypsinized and counted with an automated cell counter (Countess cell counter, Invitrogen). Pictures from each sample at both time points were taken with a white field microscope, using a ×10 objective.

### Analysis using the KEGG-pathways based enrichment analysis

Analysis of the untargeted metabolomics studies was performed by implementing a KEGG-Pathways Based Enrichment Analysis (PBEA) system based on a similar concept than the Gene Set Enrichment Analysis (GSEA)^42^ which tests whether compounds involved in predefined pathways occur towards the top or bottom of the ranked query list. The method identifies altered pathways of the Kyoto Encyclopaedia of Genes and Genomes (KEGG)^43^ using metabolite data. An enrichment score and a statistical significance (*P*-value) have been computed for each pathway having at least one metabolite captured in the list of metabolites ranked, in descending order, according to a specific metric. Particularly, a fold change was used to rank the metabolites deriving from non-targeted global metabolomics, while the Differential Flux balance Analysis algorithm was used to rank the compounds resulting from the in silico simulations. In order to avoid ambiguous identification and to obtain reliable results only metabolites having a KEGG-identifier have been considered. The list of ranked metabolites named as L, and S for the set of compounds of a particular pathway. Analysis is performed to test whether the elements of S are randomly distributed through L or primarily found at the top or bottom of the list. The enrichment score reflects the degree to which S is over-represented at the extremes of L, and it is computed by walking down L, increasing a running-sum statistic when a metabolite in S is found and decreasing it when a compound not in S is encountered. The obtained score corresponds to a weighted Kolmogorov-Smirnov-like statistic^43^ and represents the maximum deviation from zero associated with a random walk. The *P*-value associated with an enrichment score has been computed as the fraction of 1000 random permutations of the elements of L that are at least as extreme as the original enrichment score, that has been derived from non-permuted elements. A Matlab® implementation of the method is available upon request.

### Differential abundance score

For a particular pathway *P*, the Differential Abundance (DA_*p*_) score is defined as:

$${\rm{DA}}_P = \frac{{\mathop {\sum }\nolimits_{r \in P} u_r}}{{\mathop {\sum }\nolimits_{r \in P} \left| {u_r} \right|}}$$

where *u*_*r*_ is the delta of in silico flux of reaction *r* computed by DFA. This score captures the tendency for a pathway to be upregulated or downregulated and varies from −1 to 1. A score of −1 indicates that all the metabolic fluxes associated with reactions in pathway *P* decreased respect to wild-type, while a score of 1 indicates that all fluxes increased when comparing with the wild-type simulation.

### In silico modelling and simulation of increased glycolysis

For the in silico studies the Genome-Scale Metabolic Model described in Pagliarini et al. was applied^28^. The model comprises 785 metabolites and 2589 enzymatic and transport reactions in eight compartments. In order to have more physiological results, the following additional constrains have been imposed: citrate cannot move from cytosol to mitochondria; pyruvate cannot move from mitochondria to cytosol; cytosolic enzyme LDH can only convert pyruvate to lactate and not vice versa. Then, Differential Flux balance Analysis was applied^28^ to simulate either the wild-type condition or an increase of glucose entering the cytosol (GLY). DFA is based on solving a linear optimization problem across 442 metabolic objectives for both the wild-type model and the perturbed model. For the current study, the liver-specific metabolic functions were removed. The average flux carried by each reaction across the different metabolic objectives for each of the two models is computed. For each reaction, the difference of the average flux in the wild-type model minus its value in the modified model are then considered. These differential fluxes are then used to rank the reactions from the ones that change the most in the modified model to the ones that change the least or do not change at all. Metabolites are then ranked according to the sum of the absolute values of the differential fluxes. In order to simulate an increase of the glucose uptake the results of the ^13^C-glucose labelled experiments showing an increase of 1.6 fold change in the uptake of glucose has been used. Therefore, the fluxes through the reactions Glucose(s) + Na + (s) − > Glucose(c) + Na + (c) (TCDB:2.A.21.3.6) and Glucose(s) < = > Glucose(c) (TCDB:2.A.1.1.29) has been forced, to be equal or greater than a specific threshold set to the their average value obtained in the wild-type simulations increased of 60%.

### Analysis of murine and human microarray data

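SAM divides each gene's difference between the group means by its standard error plus a constant, *s*0, and compares the ordered statistics with those of regrouped arrays. Here it was run on the quantile-normalized linear signals of 16593 genes (n = 4 kidneys per genotype), without a detection filter and with all 70 groupings of the 8 arrays. The constant that minimized the coefficient of variation of the statistic was 0.567. At a *delta* of 1.0, genes with a statistic of 2.18 or above were called higher in *Pkd1* V/V kidneys, and those at −2.24 or below lower. The estimated false discovery rate of these calls was 0.0909, from a median of 528.5 calls over the regrouped arrays and an estimated share of unchanged genes of 0.677. For *Lcn2* and *Hk2*, which SAM called higher, the statistic was 7.05 and 5.60, and for *Acaa1b* and *Acox2*, which it called lower, −12.3 and −10.5. The paper's text does not name the scale, the filter, or the constant that was used.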

In order to infer differentially expressed genes in microarrays data from *Pkd1*^V/V^ animal model at P10, a Matlab® implementation the SAM algorithm with *delta* = 1.0 was applied.

For human microarrays, data from Song et al.^31^ have been considered. First, affymetrix probe sets have been collapsed to one gene level by using the maximum expression value of the probe set in each gene. Then, the SAM algorithm has been applied, with *delta* = 2.4, to identify differentially expressed genes between transcripts in renal cysts of different sizes, and minimal cystic tissue plus normal renal cortical samples. The Matlab® implementation of SAM can be found in (https://it.mathworks.com/matlabcentral/fileexchange/42346-significance-analysis-of-microarrays–sam–using-matlab). 

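In the murine arrays, 35 of 42 genes of GLY, 15 of 20 of the PPP, 18 of 20 of TCA/OXPHOS, 36 of 37 of FAS, and 11 of 12 of FAO have a named probe in the annotation used here. Too few of the 8 arrays (n = 4 per genotype) detected 8 of these genes in GLY, 4 in the PPP, 1 in TCA/OXPHOS, 11 in FAS, and 1 in FAO. The TCA/OXPHOS gene was *Mdh1b*, the FAO gene was *Cpt1a*, and the genes of the PPP were *Pgm2*, *Prps1l1*, *Tktl1*, and *Tktl2*. Over the 5 lists, 89 genes were tested by limma, of which 14 were higher and 35 lower in *Pkd1* V/V kidneys, with a median log2 fold change of −0.17.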

In both microarrays analysis, after the computation of all the differentially expressed genes, those belonging to glycolysis, pentose phosphate pathway, TCA cycle/OXPHOS, fatty acid synthesis, and fatty acid oxidation were identified (Supplementary Data 9).

### Statistical analysis

For statistical analysis the Prism 5, GraphPad Software, and Matlab® were used using statistical analysis tool. *t*-test was used for all analysis of two groups. ANOVA statistical analysis followed by Bonferroni’s multiple comparison test was performed in all analysis where more than two groups were present. The *P*-values for each condition are indicated in the legends.

### Images creation

Figures 1e, 6b, and Suppl Fig. 2C contain modified images from Servier Medical Art, licensed under a Creative Common Attribution 3.0 Generic License. http://smart.servier.com/. All other images were generated by the authors.

## Electronic supplementary material

Supplementary Information

Description of Supplementary Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

## Data Availability

All data are provided within the manuscript. Raw data and elaboration for figures preparation are contained in Supplementary data 10. The raw data of metabolic tracing experiments ara available in Supplementary Data 11 and deposited into the MetaboLights database (reference number MTBLS677). Raw data of microarrays from *Pkd1*^*v/v*^ mice are available at GEO (GSE121563).

# Supplementary material for: Dissection of metabolic reprogramming in polycystic kidney disease reveals coordinated rewiring of bioenergetic pathways
**Source:** Commun Biol. 2018 Nov 16;1:194. doi: 10.1038/s42003-018-0200-x
**Supplement:** Supplementary file 1 — Supplementary Information

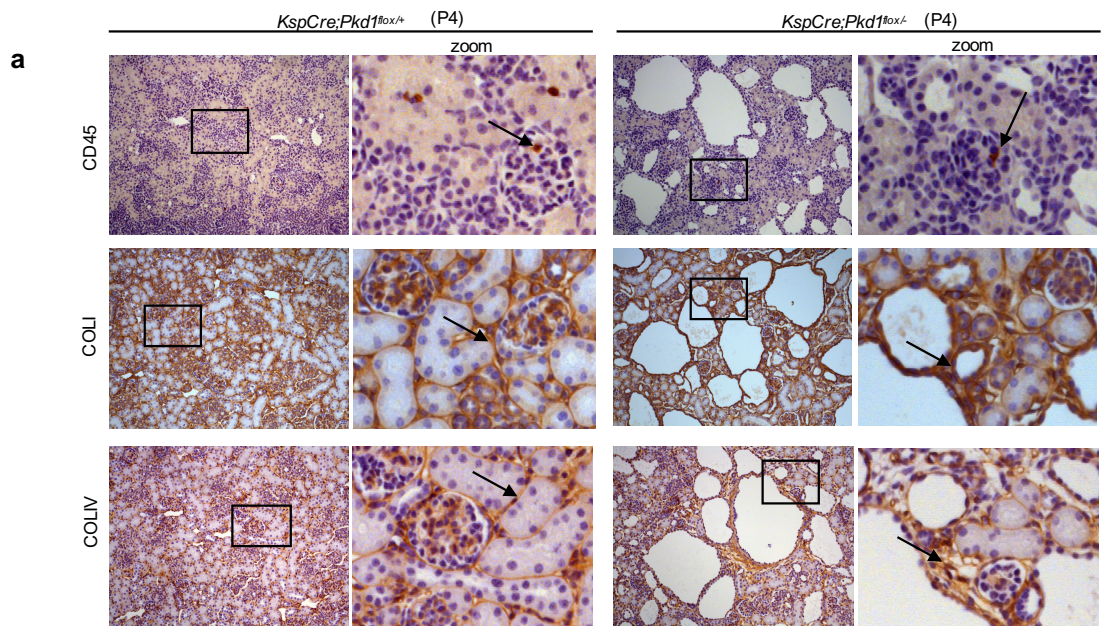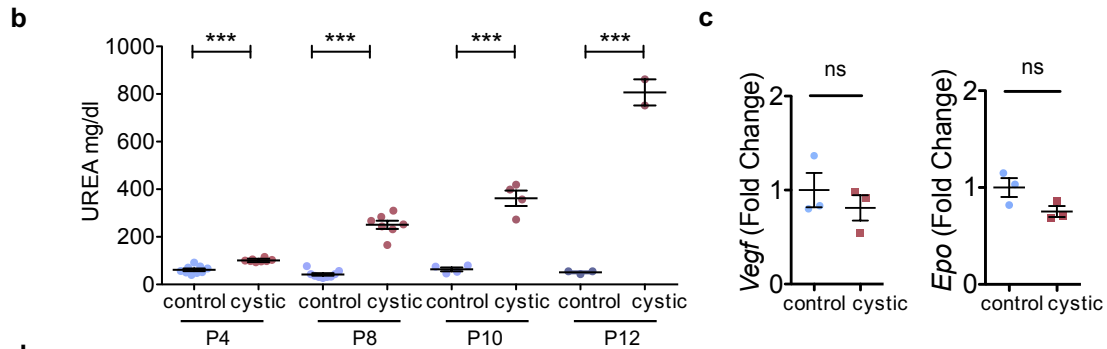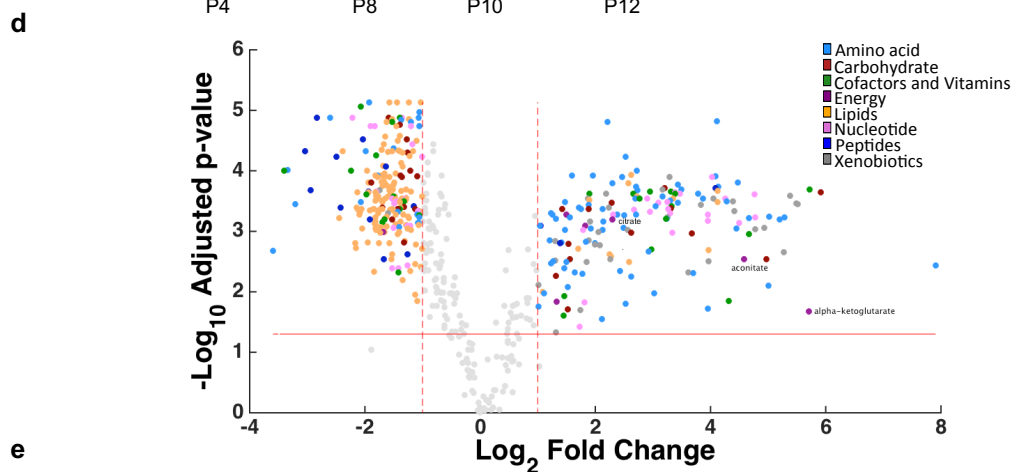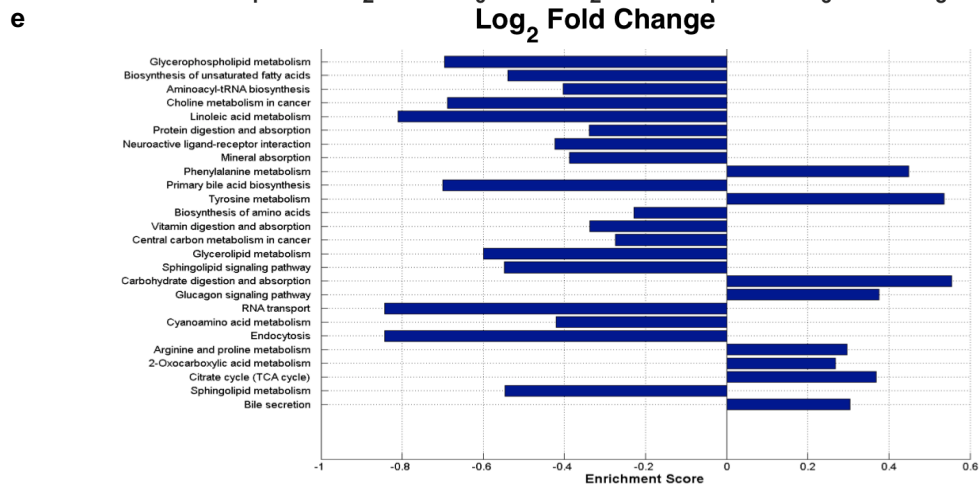

Supplementary figure 1. a Representative immunohistochemistry of cystic kidneys and control kidneys (P4) against CD45, Collagen I (COLI), Collagen IV (COLIV), respective markers of inflammation and fibrosis, showing no inflammation and only very mild fibrosis. Panels on the left and on the right show higher magnification. Bar represents 100µm. Immunohistochemistry are representative of two independent experiments. **b** Blood urea nitrogen (BUN) in mg/dL showing higher levels of BUN in cystic mice when compared to littermate controls collected at P4, P8, P10 and P12. Dot blot shown as mean standard error bars as SEM of two to nine independent biological replicates, **c** *Epo* and *Vegf* mRNA expression was assessed by quantitative RT-PCR, normalised to HPRT. No significant increase was detected for *Epo* and *Vegf* in the cystic kidneys when compared to the controls. Representative of three independent experiments. **d** Volcano plot of the 550 named metabolites profiled from mice kidneys. 384 metabolites exhibited significant changes (adjusted p value < 0.05, absolute fold change > 2) when comparing cystic kidneys with control kidneys. 171 metabolites exhibited a significant increase whilst 213 metabolites exhibited a significant decrease. Paired Student's *t*-tests were used to calculate statistical significance, and p values were corrected by using the Benjamini-Hochberg procedure (statistical analysis for all the 550 named metabolites can be found in **Supplementary Data 1**. Differentially abundant metabolites of different categories have been individually colour coded. **e** KEGG-Pathways Based Enrichment Analysis applied to the list of metabolites deriving from non-target global metabolomics performed on the *KspCre;Pkd1^{fllox/-}* kidneys and ranked in descending order according to the p values. It reveals 26 mouse pathways with a statistically significant ($p \leq 0.05$) enrichment score. Particularly, 8 pathways are enriched for upregulated metabolites whilst 18 are enriched for downregulated ones. Mean $\pm$ SEM were indicated, n.s., not significant ($p \geq 0.05$), * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. *t*-test for **c** and ANOVA for **b**. Data in **d** and **e** were obtained from eight independent biological replicates.

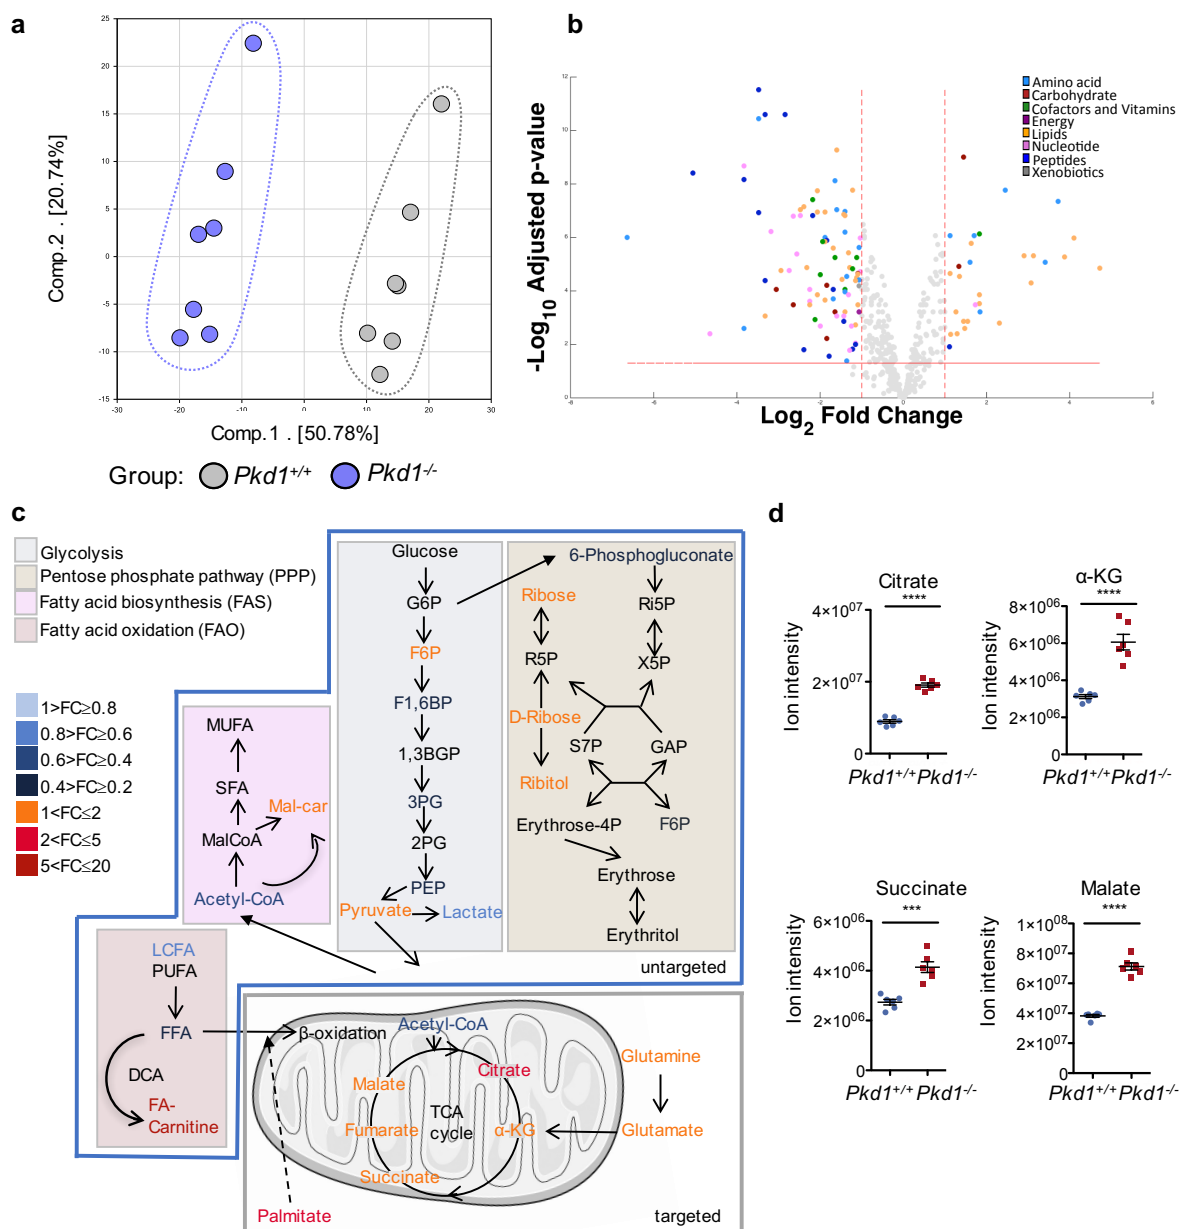

Supplementary Figure 2. **a** Principal component analysis (PCA) applied to the metabolites identified showed good separation between *Pkd1*^{+/+} and *Pkd1*^{-/-} cells. **b** Volcano plot of the metabolites profiled from *Pkd1*^{+/+} and *Pkd1*^{-/-} cells. 122 metabolites exhibited significant changes (adjusted *P* value < 0.05, absolute fold change > 2) when comparing *Pkd1*^{+/+} with *Pkd1*^{-/-} cells. 31 metabolites exhibited a significant increase whilst 91 metabolites exhibited a significant decrease. Paired Student's *t*-tests were used to calculate statistical significance, and *P* values were corrected by using the Benjamini-Hochberg procedure. Differentially abundant metabolites of different categories have been individually colour coded. **c** Significant metabolites were individually colour coded according to the pathway classification. Scheme of the glycolysis, pentose phosphate pathway, fatty acid oxidation and fatty acid biosynthesis *Pkd1*^{+/+} and *Pkd1*^{-/-} cells. Colour corresponds to the fold changes between *Pkd1*^{-/-} and *Pkd1*^{+/+} cells, orange-red labelled ones correspond to the metabolites more abundant, whereas blue labelled ones correspond to the metabolites less abundant in *Pkd1*^{+/+} compared *Pkd1*^{-/-} cells. Untargeted methodology is shown in the blue box whereas the targeted are shown in the grey box. **d** Levels of TCA intermediates citrate, α-KG, succinate and malate were assessed by LC-MS in *Pkd1*^{+/+} and *Pkd1*^{-/-} MEFs showing that they are significantly higher more abundant in the mutant cells compared to the controls. Dot plots showing means, SEM. *n.s.*, not significant (*P* ≥ 0.05), * *P* < 0.05; ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001. *t*-test for **d** and six technical replicates for **d**. All graphs represent the data of seven technical replicates of one experiment.

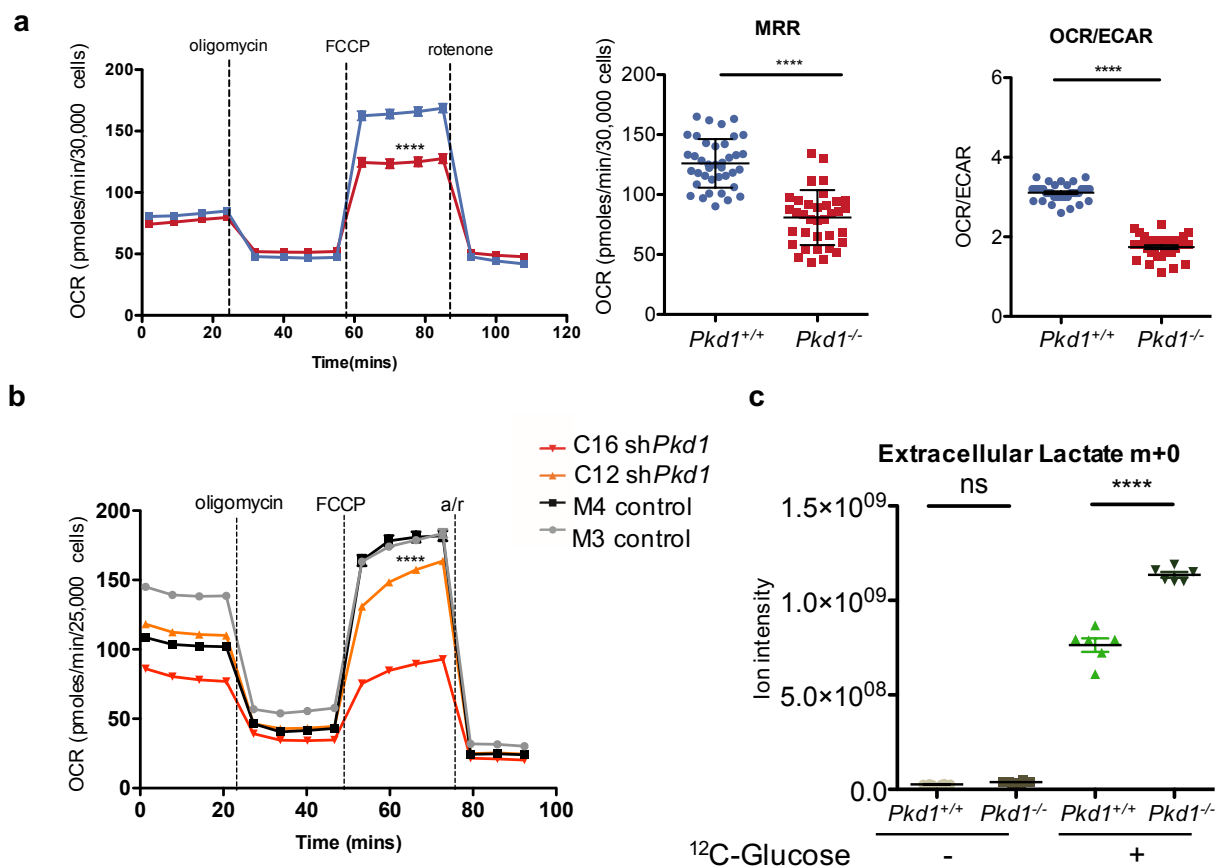

Supplementary Figure 3. **a** OCR and ECAR were measured using the XF Extracellular Flux Analyzer (Seahorse Bioscience) on primary mouse embryonic fibroblasts isolated from $Pkd1^{+/+}$ or $Pkd1^{\Delta C/\Delta C}$ embryos at E11.5. Dot plots showing means, MRR calculated from the 12th measurement (after subtraction of the 15th measurement), OCR/ECAR from basal measurement, 2nd time point. **b** sh*Pkd1* (C16, C12) cells compared to scrambled controls (M3, M4). **c** Extracellular lactate. Levels of unlabelled M+0 extracellular lactate were measured in $Pkd1^{-/-}$ and $Pkd1^{+/+}$ cells in the presence (+) or in the absence (-) of ^{12}C -glucose. Mean $\pm$ SEM were indicated, n.s., not significant ($p \geq 0.05$), * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. *t*-test for **a** and **b**, ANOVA for **c**. Representative graphs of at least two independent experiments made from 33 to 38 (**a**) and from 20 (**b**) replicate wells. One experiment made with six technical replicates is represented in **c**.

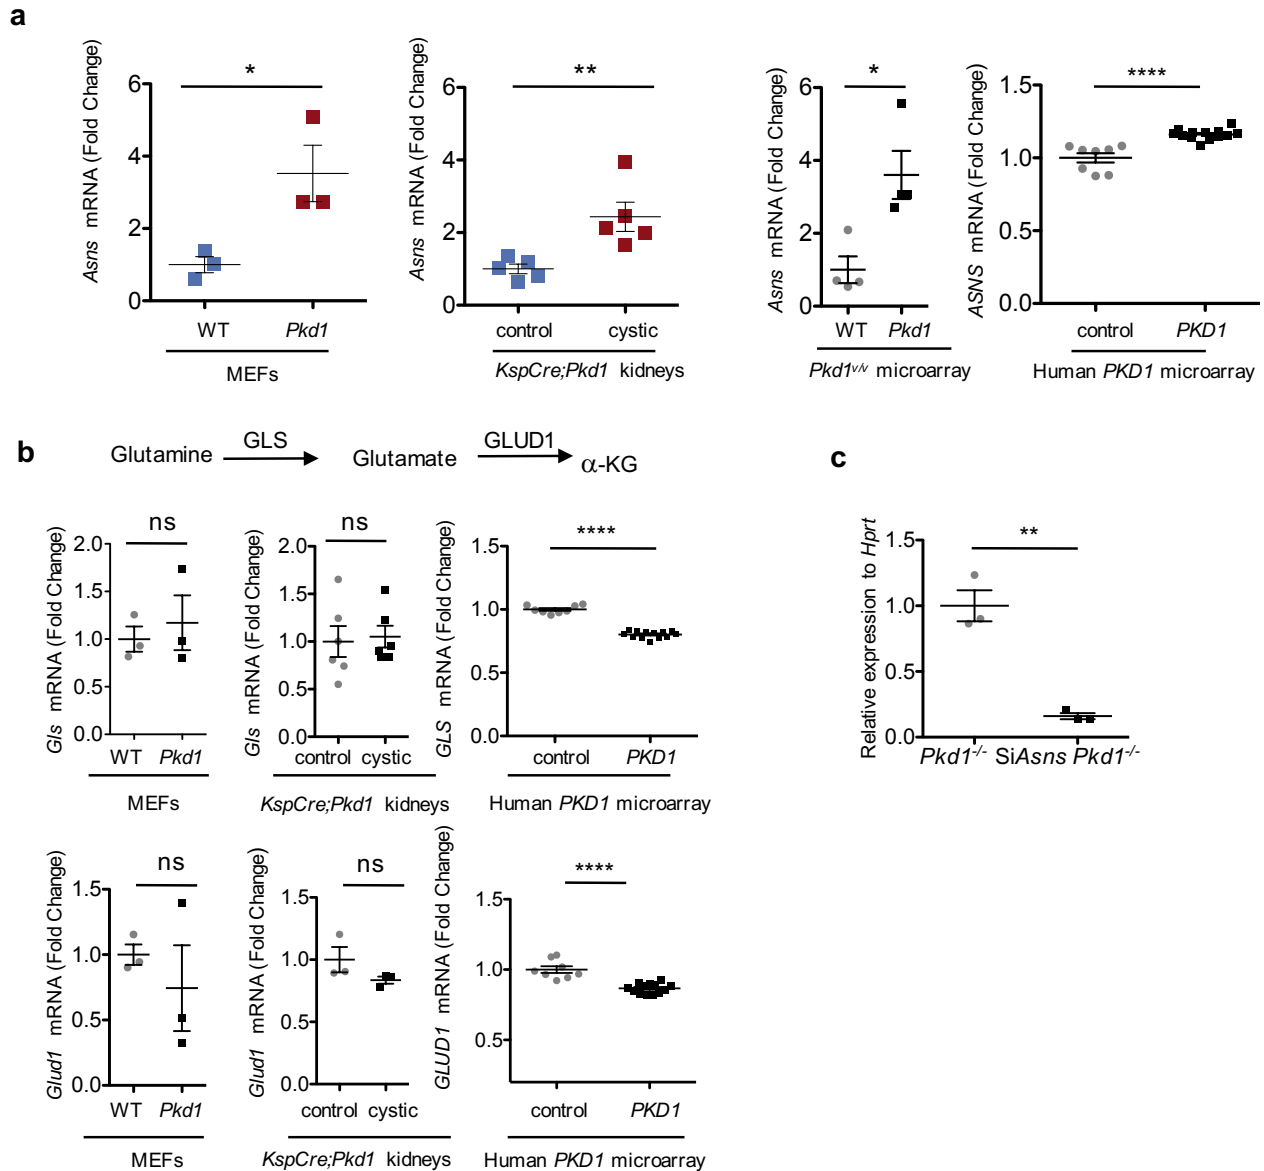

Supplementary Figure 4. a Dot plots showing means fold change, SEM, mRNA levels of *Asns* in *Pkd1*^{-/-} compared to *Pkd1*^{+/+} cells normalised to *Hprt*. *n*=3, three technical replicates of at least 3 independent experiments. Dot plots showing means fold change, SEM, mRNA *Asns* levels measured in control compared to cystic kidneys normalised to *Hprt*. *n*=5, two technical replicates of at least 2 independent experiments. Microarrays from *Pkd1*^{V/V} P10 kidneys and human-derived microarrays of PKD patients samples showing upregulation of *ASNS*. **b** Quantitative RT-PCR of the genes coding for GLS or GLUD1, two key enzymes involved in glutamine usage (top scheme) normalised to *Hprt* shows that they are not increased in *Pkd1*^{-/-} MEFs, cystic kidneys and human-derived microarray of PKD patients compared to the relative controls. **c** mRNA levels of *Asns* in *Pkd1*^{-/-} compared to *Pkd1*^{-/-} (mock) cells. Graphs represents. Mean $\pm$ SEM were indicated, *n.s.*, not significant ($P \geq 0.05$), * $P < 0.05$; ** $P < 0.001$; *** $P < 0.0001$; **** $P < 0.00001$. *t*-test used for (a, b and c). (a and b) four independent biological replicates for *Pkd1*^{V/V} animal model, eight (normal and minimal cyst) and 13 independent biological replicates for large, medium, small cyst for human *PKD1* microarrays (a and b). Graphs in b corresponding to the MEFs are representative of means of data of two independent experiments made on three experimental replicates and for the mice they are representative of five independent biological replicates (b) and three independent biological replicates (c).

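The *Asns* signals of the *Pkd1* V/V kidneys on the murine arrays, divided by the mean of the wild-type kidneys, were 3.11, 5.46, 2.56, and 3.00, and those of the wild-type kidneys 0.702, 0.548, 0.663, and 2.09 (n = 4 per group). The array carries 3 probes for *Asns*, and in each of them every *Pkd1* V/V kidney was above every wild-type kidney. The probe with the second highest signal read 328 ± 123 (SD, n = 4) in *Pkd1* V/V kidneys and 81.5 ± 63.0 (SD, n = 4) in wild-type kidneys, a ratio of means of 4.02. The weakest probe read 53.0 ± 24.4 (SD) and 9.06 ± 9.79 (SD), and was not above background on any wild-type array or in *Pkd1* V/V replicate 1. The control ratio of 2.09 belongs to wild-type replicate 4, which had the highest *Asns* signal of the controls in all 3 probes.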

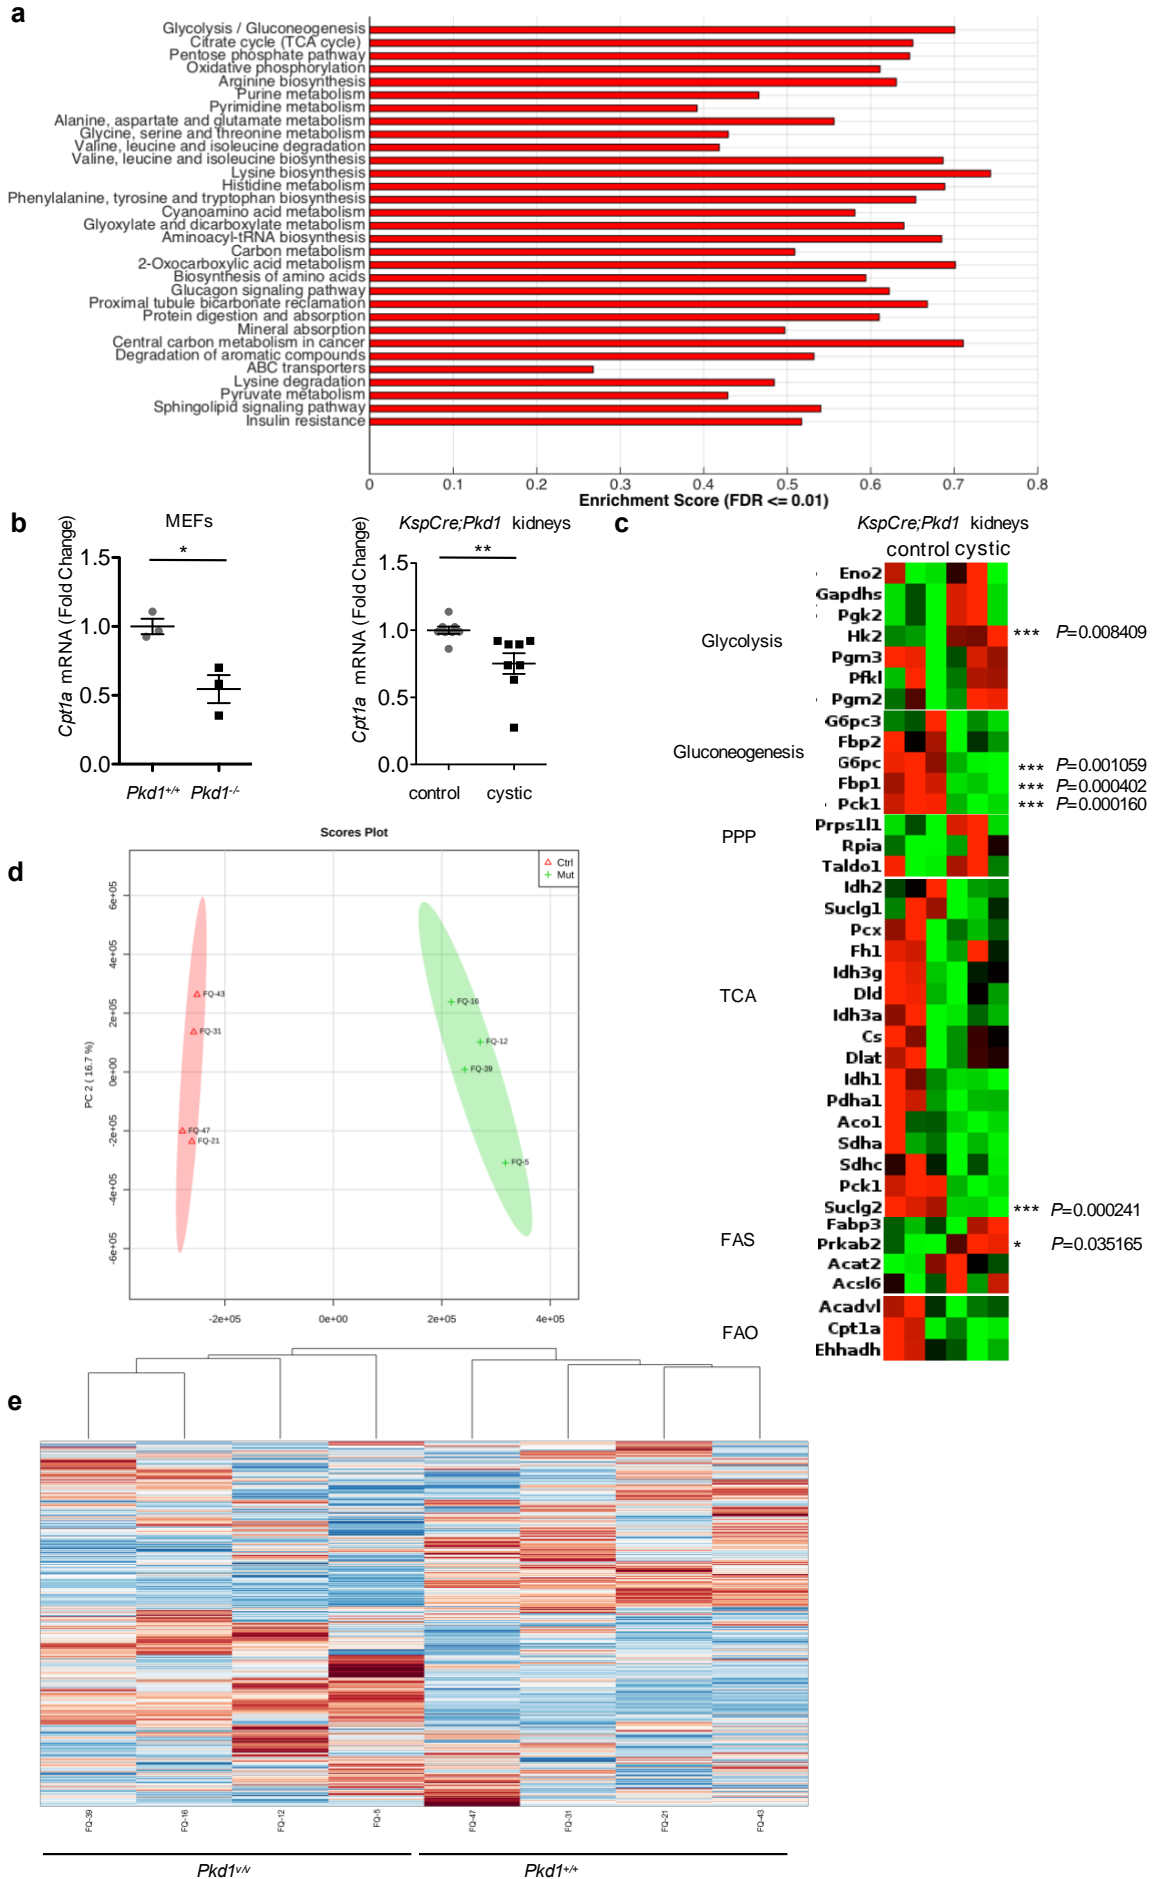

Supplementary Figure 5. a KEGG-Pathways Based Enrichment Analysis applied to the list of metabolites deriving from *in silico* simulation of increased glycolysis ranked according to the DFA algorithm. Only human pathways for which at least five metabolites are present in our mathematical model have been considered. Picture shows that 31 pathways result in an enrichment scores having $FDR \leq 0.01$, where FDR has been computed by applying Benjamini-Hochberg procedure. **b** Quantitative RT-PCR of genes encoding *Cpt1a* show decreased in *Pkd1*^{-/-}, MEFs and cystic kidneys compared to controls. **c** Clustergram performed non-supervised hierarchical clustering of the entire dataset displays a heat map with co-regulated genes across groups (cystic Vs. controls) for Glycolysis, Gluconeogenesis, PPP, TCA, FAS and FAO. The *P* values are calculated based on a Student's t-test of the replicate $2^{(-\Delta C_T)}$ values for each gene in the control group and treatment groups, and *P* values less than 0.05 are indicated in red. **d** Principal component analysis applied to the genes in microarrays data from *Pkd1*^{V/V} animal model at P10 shows good separation between mutant versus control. **e** Hierarchical clustering analysis applied to the genes in microarrays data from *Pkd1*^{V/V} animal model at P10 shows separation between mutant versus control. Graphs in **b** are representative of means of data of three independent experiments made on three experimental (MEFs) or biological replicates (Mice).

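In the hierarchical clustering of the murine arrays, one of the main branches held the 4 *Pkd1* V/V kidneys and the other the 4 wild-type kidneys. Pearson's correlation between arrays was computed across genes, which are not independent replicates. It ran from 0.957 to 0.987 over the 6 pairs of *Pkd1* V/V kidneys, from 0.964 to 0.986 over the 6 pairs of wild-type kidneys, and from 0.899 to 0.957 over the 16 pairs of a mutant and a control. The medians of these pairs were 0.973, 0.976, and 0.936. *Pkd1* V/V replicate 1 had the lowest mean correlation with the kidneys of its own genotype (0.963), and among the controls wild-type replicate 4 had the lowest (0.968). No test was made of the branches, since they were computed from the same kidneys.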

Supplementary Table 1: Primer Sequences

	forward	reverse
<i>Epo</i>	CATCTGCGACAGTCGAGTTCTG	CACAACCCATCGTGACATTTTC
<i>Vefg</i>	CTGTGCAGGCTGCTGTAACG	GTTCCCGAAACCCTGAGGAG
<i>Fasn</i>	TTGCTGGCACTACAGAATGC	AACAGCCTCAGAGCGACAAT
<i>Cpt1a</i>	AGTGGCCTCACAGACTCCAG	GCCCATGTTGTACAGCTTCC
<i>Glud1</i>	CCCAACTTCTTCAAGATGGTGG	AGAGGCTCAACACATGGTTGC
<i>Gls</i>	TTCGCCCTCGGAGATCCTAC	CCAAGCTAGGTAACAGACCCT
<i>Asns</i>	GGTTTTCTCGATGCCTCCTT	TGTGGCTCTGTTACAATGGTG
<i>Hprt</i>	TTATGTCCCCCGTTGACTGA	ACATTGTGGCCCTCTGTGTG

Supplementary Table 2: Abbreviations**Abbreviations:**

α -KG, alpha-ketoglutarate	2PG, 2-phosphoglycerate
1,3BPG, 1,3-bisphosphoglycerate	3PG, 3-phosphoglycerate
BUN, blood urea nitrogen	PPP, pentose phosphate pathway
DCA, dicarboxylic acids	PUFA, polyunsaturated fatty acid
FA-Carn, fatty acyl-carnitine	R5P, ribose 5-phosphate
FAS, fatty acid synthesis	Ri5P, ribulose 5-phosphate
FAO, fatty acid oxidation	SFA, saturated fatty acids
FI, Fold Induction	SPF, specific pathogen free
FFA, free fatty acids	S7P, sedoheptulose 7-phosphate
F6P, fructose 6-phosphate	X5P, xylulose 5-phosphate
F1,6BP, fructose 1,6-bisphosphate	
G6P, glucose 6-phosphate	
GAP, glyceraldehyde 3-phosphate	
Gln, glutamine	
Glu, glucose	
LCFA, long chain fatty acids	
LC-MS, liquid chromatography coupled to mass spectrometry	
MalCoA, malonyl-CoA	
Mal, Malonate	
MS, mass spectrometry	
MUFA, monounsaturated fatty acids	
OAA, oxaloacetate	
OCR, oxygen consumption rate	
OxPhos, oxidative phosphorylation	
PEP, phosphoenolpyruvate	
6PG, 6-phosphogluconate	

Supplementary Methods

Blood Urea Nitrogen (BUN)

Analysis of serum samples was assessed by ILab Aries, a bench-top analyzer that can perform photometry, turbidimetry, and potentiometry tests (Instrumentation Laboratory, Werfen Group, Milan, Italy). BUN was detected using kits and controls supplied by ILab Aries. Standard controls were run before each determination to monitor the precision throughout the experiment, and the values obtained for controls were always within the expected ranges.

Immunohistochemistry

For immunohistochemistry (IHC), formalin-fixed paraffin-embedded consecutive sections (4 μ m) were dewaxed and hydrated through graded decrease alcohol series. Stained for anti CD45 antibody (BD Biosciences) and anti-Collagen IV Antibody (abcam) as per manufacturer instructions. Antigen unmasking with Citrate Buffer pH 6.0, any endogenous peroxidase activity was quenched with 3% peroxidase water for 20 min at Room Temperature (RT). Antibodies dilution of 1:400, 1hr RT, and developed with Rat on Mouse HRP-Polymer (Biocare Medical,) or EXPOSE Rabbit specific HRP/DAB detection IHC kit (abcam). Immunostaining, DAB substrate chromogen was applied to sections for 5 min at RT and counterstained with Mayer's hematoxylin, dehydrated and mounted with Eukitt (BioOptica). External positive and negative controls were run simultaneously. Images were acquired using a Zeiss AxioImager M2m with AxioCam MRc5.

PCR Arrays

RNA was isolated from snap-frozen kidneys using RNeasy Plus Mini kit (Qiagen) following the manufacturer's instructions. In total, 1 μ g total RNA was subjected to single-stranded cDNA using the RT2 first strand kit (QIAGEN). The cDNA was used in the Mouse Glucose Metabolism (PAMM-006ZF) and Fatty Acid Metabolism (PAMM-007Z) RT² Profiler PCR arrays according to the manufacturer's instructions and assay on a LightCycler 480 Instrument (Roche). Data were analysed using the RT² Profiler program supplied by QIAGEN and normalized to the geometric mean of the housekeeping genes, actin-beta, glyceraldehyde-3-phosphate dehydrogenase, and heat shock protein 90kda for PAMM-006ZF and beta-actin and heat shock protein for PAMM-007Z.

# Supplementary material for: Dissection of metabolic reprogramming in polycystic kidney disease reveals coordinated rewiring of bioenergetic pathways
**Source:** Commun Biol. 2018 Nov 16;1:194. doi: 10.1038/s42003-018-0200-x
**Supplement:** Supplementary file 2 — Description of Supplementary Data

Descriptions of Additional Supplementary Information

**File Name:** Supplementary Data 1

**Description:** Statistical analysis for the 550 metabolites detected from mice kidneys. (Sheet1): fold change and statistical significance corrected for multiple comparison of the 550 metabolites detected by using Ultrahigh Performance Liquid Chromatography-Tandem Mass Spectroscopy (UPLC-MS/MS). (Sheet2): data for metabolites. Each compound is rescaled to set the median equal to 1.

**File Name:** Supplementary Data 2

**Description:** Statistical analysis for the 505 metabolites detected from MEF. (Sheet1):  fold change and statistical significance corrected for multiple comparison of 505 detected metabolites. (Sheet2): data for metabolites. Values for each sample were normalized by Bradford protein concentration. Each compound was then rescaled to set the median equal to 1.

**File Name:** Supplementary Data 3

**Description:** Lipidomics Table: Raw data of species molpercent data, Features are normalised to total lipid content in each sample. aov_pval indicates the p-value of an ANOVA based on the replicates for each condition.

**File Name:** Supplementary Data 4

**Description:** Metabolites and reactions whose concentrations are affected by *in silico* simulation of increased glycolysis. (Sheet1): reactions ranked according to DFA analysis. Reactions are ranked according to predicted mean absolute change of flux in the objective functions. In particular. Column 1: reactions; column 2: enzymes and transporters associated with each reaction; column 3: the average value of flux across the metabolic objectives according to DFA; column 4: the absolute value of column 3 (the value used to rank the reactions); columns 5 and 6: reactions direction in WT and increased glycolysis conditions, respectively. In particular, if 0 the reaction is not active, if 1 the reaction direction goes from left to right, and if -1 the reaction direction goes from right to left. (Sheet2): compounds ranked considering model compartments. Metabolites are ranked according to the predicted absolute change, as computed by DFA. (Sheet3): compounds ranked as in sheet2 without considering compartments and removing small molecules and cofactors.

**File Name:** Supplementary Data 5

**Description:** Subset of the *in silico* model reactions used to evaluate the change of metabolic pathways depicted in Figures 6A and 6B. Column 1: reactions; column 2: enzymes and transporters.

**File Name:** Supplementary Data 6

**Description:** Glucose metabolism, qPCR arrays, gene table, AverageCt, Average Delta (Ct), 2^(-Average(Delta(Ct)), Fold Change, p-value, Fold Regulation. Mean of 3 control and 3 cystic kidneys.

**File Name:** Supplementary Data 7

**Description:** Fatty acid metabolism, qPCR arrays, gene table, AverageCt, Average Delta (Ct), 2^(-Average(Delta(Ct)), Fold Change, p-value, Fold Regulation. Mean of 3 control and 3 cystic kidneys.

**File Name:** Supplementary Data 8

**Description:** *Pkd1*^V/V^ microarrays data. Samples code: a) Mutant: FQ-5, FQ-12, FQ-16, FQ-36; b) Control:  FQ-21, FQ-31, FQ-43, FQ-47.

**File Name:** Supplementary Data 9

**Description:** List of genes belonging to glycolysis, pentose phosphate pathway, TCA cycle/OXPHOS, fatty acid synthesis and fatty acid oxidation.

**File Name:** Supplementary Data 10

**Description:** Raw data of figures: 1,2,3,4,5 and raw data of supplemental figures of:1b, 1c, 2d, 3a, 3b, 3c, 4a,4b,4c and 5b.

**File Name:** Supplementary Data 11

**Description:** Raw data of tracing experiments.

How the deposited data were processed for this re-analysis (not part of the article)

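Kidneys of 4 *Pkd1* V/V and 4 wild-type mice at P10 were compared on Illumina MouseRef-8 v2.0 BeadChip arrays, 1 kidney per array. The authors deposited signal intensities of 25697 probes after background subtraction and without normalization between arrays, as values below 0 and unequal medians in the deposited table show. They also deposited a detection p-value for each probe and array, made by a step that the paper's text does not name, and the number of beads and their standard error. A second deposited table of intensities had been quantile-normalized by the authors on a linear scale, since its 8 columns share a distribution. Values were taken from the first table, and the second was used as an alternative.

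Signals were quantile-normalized, set to 0 where below 0, and transformed as the log2 of the signal plus 16 in R 4.3.3. A probe was kept if its detection p-value was under 0.05 on at least 3 of the 8 arrays, which held for 14221 probes. Gene symbols came from the platform annotation and were brought up to date with the gene table of the mouse reference through their gene identifiers, for 23962 probes. The annotation names a gene for 23978 probes and none for 1719. Each gene was represented by its probe with the highest mean, which gave 9833 genes out of 16593 on the array. Of 2569 genes with several tested probes, 551 had probes on both sides of 0 and 3 had probes called in opposite directions. After first results had been seen, a step that matched listed genes by synonyms was removed, because it had paired some listed symbols with other genes, and everything was computed again. At the same time the current symbol *Atp5pb* was added beside *Atp5f1* in the complex V list.

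Groups were compared with lmFit and eBayes of limma 3.58.1, and genes were called at a Benjamini-Hochberg adjusted *P* under 0.1. Lists of genes were ranked against the other genes with limma's camera, with a preset correlation of 0.01 and with an estimated one, and adjusted over the 32 lists. SAM was written anew with the *delta* of the paper's methods, 1.0, on linear signals without a filter. Values of a single gene were compared by an exact permutation test, whose smallest *P* with 4 kidneys against 4 is 0.0286. Principal components and clusters (average linkage of Euclidean distances) were computed from the log2 values of the tested genes. The procedure was tested on simulated data of 9833 genes with 4 arrays per group. With 50 genes changed at each size, it recovered 19 at a log2 change of 0.5, 37 at 1, 49 at 2, and 50 at 3, with 14 false calls among 174, where another 5 calls were among 10 genes of a list lowered by 0.8, and it made 0 calls in data without changes. The simulated genes were independent and normally distributed, and far fewer of them were changed than were called in the kidneys. These shares and the 0 calls therefore need not hold for the real arrays. Samples were not treated as pairs, since the replicate numbers are not stated to pair mutants with controls.

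The lists were the study's lists of GLY, PPP, TCA/OXPHOS, FAS, and FAO and lists made for this comparison. These covered respiratory complexes I to V, glutamine and asparagine metabolism, the ATF4 response, gluconeogenesis, core lipogenesis, cholesterol synthesis, the PPARα program, hypoxia, proliferation, proximal tubule, thick ascending limb, distal convoluted tubule, principal cells, intercalated cells, podocytes, endothelium, fibroblasts and matrix, macrophages and leukocytes, tubular injury, fetal kidney, erythroid cells, reference genes, and sex-linked genes. They hold 519 entries, of which 463 were found on the array. The lists, thresholds, comparisons, most alternatives, and the rule for naming genes were set before the deposited tables were examined. By then the figures, the *Asns* values of Supplementary Data 10, and part of Supplementary Data 8, which holds values of these arrays, had been seen. The rule included *Asns*, *Pkd1*, *Pkd2*, *Glud1*, *Epo*, and *Vegfa*, and the 8 largest rises and 8 largest falls past the threshold with all mutants beyond all controls. It also took up to 3 higher and 3 lower genes of each of the study's lists and up to 2 genes of each other list, by the smallest adjusted *P*. Other members of a list or of a small count, and liver genes, were named after their values were seen. Lists of liver, pancreas, and adrenal cortex genes were written after the values of the named genes had been seen.

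The alternatives were another offset, no offset with a floor of 1, cyclic loess or median scaling, no filter or a stricter one, the mean of a gene's probes or each probe alone, a threshold of 0.05, each kidney left out, the replicate number as a block, the methods' *t*-test, array weights with a trend, and the authors' normalized table. For SAM, the scale, the constant, the filter, and *delta* were also varied. Leaving out wild-type replicate 4 and *Pkd1* V/V replicate 1 together was added after seeing the data. The number of arrays limits precision, and 6037 to 6486 probes per array lay below the background. The human arrays, cell lines, and KspCre kidneys of the paper were not analysed here.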

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

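The tests on liver, pancreas, and acute phase genes were chosen after the levels of the liver genes had been seen. In each group of 4 kidneys, named genes and array measures were searched for a kidney farther from the other 3 than chance gives in about 1 of 20 groups. This held in 19 of 188 groups, where 9.4 are expected by chance, and 5 of them were in wild-type replicate 4, 4 each in wild-type replicate 2, *Pkd1* V/V replicate 1, and *Pkd1* V/V replicate 3, and 2 in *Pkd1* V/V replicate 4.

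In wild-type replicate 4, *Apoa2* stood at 13.29, *Serpina1b* at 13.18, and *Serpina1d* at 13.14 on the log2 scale, where the other controls had at most 8.26, 8.14, and 8.11, and its second principal component score was 32.2. The median difference of a liver list from the mean of the other wild-type kidneys was 5.34 on the log2 scale, and 4.83 with the 16 genes at background in these kidneys set against the weakest detected signal of each array. Either way 23 of 27 genes lay more than 2 above, among them *Ahsg* (signal 14245) and *Apoa1* (12384). An array-wide shift of low signals would keep the order of the signals within the array. It is argued against by the ranks of the liver genes among the deposited signals. These ranks lay above those in the other controls by a median of 38.8 percentiles with a lower quartile of 26.3. An acute phase response is argued against by the 13 liver genes outside the acute phase list used here. Their differences had a median of 4.65 and a lower quartile of 2.97 (4.15 and 2.47 against the weakest detected signals). Liver tissue or liver RNA in that sample may be the source, but *Alb* (signal 5.99), *Fgb*, and *Serpina1e* stayed at background on all 8 arrays, which counts against it unless these probes are silent, and that was not tested. The related genes *Fga* (signal 2917), *Fgg* (2212), and *Serpina1b* (9247) were high in that kidney, so the low signals of *Fgb* and *Serpina1e* do not decide the question. Of the 27 genes, 10 were detected in the other wild-type kidneys and 1 is in another list. Of 17 genes of a pancreas list, 13 were at background on all arrays, and their median difference was 0. Apart from an acute phase response, no biological explanation was tested.

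*Pkd1* V/V replicate 1 was below the other mutants in *Acaa1b* (9.08, others 10.06 or above, all on the log2 scale), *Emcn* (10.58, others 10.95 or above), *Pcx* (6.30, others 7.36 or above), and *Slc5a2* (4.68, others 6.15 or above). *Pkd1* V/V replicate 3 was below the others in *Fdps* (9.88, others 10.13 or above) and above them in *Pfkm* (9.67, others 9.43 or below). *Pkd1* V/V replicate 4 was below the others in *Serpina1b* (5.86, others 6.19 or above), and its median number of beads was 35 where the others had 40. Wild-type replicate 2 was below the other controls in *Ehhadh* (7.86, others 9.08 or above) and above them in *Ccl2* (4.27, others 4.03 or below), a gene at background in the controls. Wild-type replicate 4 was above the other controls in *Hsd17b12* (9.65, others 9.55 or below). *Xist* was highest in *Pkd1* V/V replicate 3 (7.55) and wild-type replicate 2 (8.78), and in both kidneys *Kdm5d*, on the Y chromosome, was at the floor of 4, while the other kidneys of each genotype had *Xist* at 5.28 or below and *Kdm5d* at 7.17 or above. This is the pattern of a female kidney among male ones in each genotype. The flags of *Xist* and *Kdm5d*, counted above, therefore mark sex and not kidneys that stand apart otherwise.

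Among gene groups that the paper does not discuss for these arrays, 8 lists ranked higher in *Pkd1* V/V kidneys by limma's camera with the preset correlation (adjusted *P* up to 0.0302), and none with an estimated one (adjusted *P* of 0.205 or above). These were, with their median log2 fold changes, the ATF4 response (0.60), cholesterol synthesis (0.56), proliferation (0.55), principal cells (0.61), fibroblasts and matrix (0.65), macrophages and leukocytes (2.01), tubular injury (1.67), and reference genes (0.58).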

How the results depend on the processing

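No gene called in the comparison of *Pkd1* V/V and wild-type kidneys was called in the opposite direction under any alternative by its probe with the highest mean or the mean of its probes, but with each probe alone 3 genes, *Actb* among them, had probes called in opposite directions. The *Actb* probe called lower had low mean signals, of 13.6 in *Pkd1* V/V and 34.6 in wild-type kidneys. The number of genes called was 3204, and it ran from 2560 (without wild-type replicate 3) to 2985 (without wild-type replicate 4) when a kidney was left out and from 2457 (threshold of 0.05) to 3699 (array weights and trend) under the other alternatives that count genes, while with each probe alone 4008 of 13402 probes were called. The log2 fold change of *Asns* stayed between 1.70 and 2.37, with adjusted *P* from limma between 0.000541 and 0.0413. Among the main results under all alternatives, 325 values kept their direction and side of the threshold (counts within 1.5-fold), 14 were weaker, 1 was stronger, and 1 moved. For medians of lists the same held for 683 values, while 13 were weaker, 7 stronger, and 1 reversed, and for named genes it held for 1854, while 81 were weaker. The number of PPP genes called higher, 4, was 2 with cyclic loess, 1 at a threshold of 0.05, 1 with the replicate number as a block, and 1 to 2 with a kidney left out (1 without *Pkd1* V/V replicate 2 or 4 or without wild-type replicate 1, 3, or 4). It was also 1 without both wild-type replicate 4 and *Pkd1* V/V replicate 1, an alternative chosen after seeing the data. The number of FAS genes called higher, 3, was 1 to 4 with a kidney left out (1 without wild-type replicate 3, 4 without wild-type replicate 2). SAM called 3937 genes, and 6926 at a *delta* of 0.5 and 1874 at a *delta* of 2.0. The gap between genotypes on the first principal component, 56.7% of the range, was 51.5 to 74.6% with a kidney left out, and 74.6% without *Pkd1* V/V replicate 1. The median of the FAS list, −0.07, was 0.00396 with array weights and trend. Apart from the stricter threshold, the smaller groups, and *delta* itself, the cause was not tested. The chip could not be taken as a block, since the deposited tables name no chips. With median scaling, 56.6% of the called genes were higher, against 51.7%, and the median log2 fold change of all genes was at most 0.056 under any scaling. Genes with signals near the background, where the added 16 shrinks a fold change, are measured least precisely.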

Differences from the paper's values

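With all kidneys and the settings used for the values above, no value that could be set beside the paper's differed from it by more than the larger error and by more than 1.5-fold, which does not hold under every alternative. The *P* of the methods' *t*-test for *Asns* was 0.0148 against the paper's 0.01, and 0.0590 with the replicate number as a block and 0.00878 to 0.0405 with a kidney left out. The mean *Asns* ratio of *Pkd1* V/V to wild-type kidneys was 3.53 against the paper's 3.60 (SD 1.32), and 5.53 without wild-type replicate 4.

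The paper states that the genes of GLY, PPP, and FAS mostly rose in *Pkd1* V/V kidneys. Over the 3 lists together, limma called 14 genes higher and 19 lower out of 62 tested, and SAM at the paper's *delta* called 17 higher and 19 lower out of 84. By limma the higher and lower genes numbered 7 and 7 in GLY, 4 and 2 in the PPP, and 3 and 10 in FAS, and by SAM 9 and 7, 4 and 2, and 4 and 10. The panel of the paper shows about 15 genes higher and about 19 lower for these lists in Fig. 6c, read by eye. The study's FAS list is not limited to synthesis, since it holds genes such as *Acox2*, an oxidase of peroxisomal β-oxidation. In the separate list of core lipogenesis, 2 genes were higher and 3 lower of 11 tested by limma, with a median log2 fold change of 0.03. In GLY, *Hkdc1* (1.76) and *Pkm* (0.65) rose, as drawn in that panel. *Hk2* (2.25) also rose, but it was not among the genes read there. For the study's TCA/OXPHOS and FAO lists, the direction matched the paper's statement, with 16 genes lower and 0 higher of 27 tested by limma. The TCA/OXPHOS list holds enzymes of the TCA cycle and related ones, with *Sdha* as its only respiratory chain subunit. Among the subunits of complexes I to V, 26 of 69 were lower and 1 higher by limma. The number lower was 9 without wild-type replicate 1 and 34 without wild-type replicate 4.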

Other observations

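The test of liver transcripts on the FAO and TCA genes, that of proximal tubule and thick ascending limb cells together, the comparison of proximal tubule markers with those of other segments, and the adrenal cortex list were chosen after the results had been seen. In the lists of leukocytes, tubular injury, matrix, and proliferation, more genes rose than fell in *Pkd1* V/V kidneys at P10 (n = 4 per group). All 15 tested genes of macrophages and leukocytes rose, with a median log2 fold change of 2.01 (adjusted *P* = 1.41e-08 from limma's camera, 0.316 with an estimated correlation). *Cd14*, a co-receptor for lipopolysaccharide, rose 4.64-fold, and the chemokine *Ccl2*, at background in the controls and there highest in wild-type replicate 2, was at least 1.64-fold higher. Of 11 genes of tubular injury, 9 rose and none fell (median 1.67, and 1.49 with *Havcr1* and *Sox9*, at background in the controls, set at their lower bounds), among them the keratin *Krt18* (2.72) beside *Lcn2*. Of 14 genes of fibroblasts and matrix, 9 rose, among them *Tagln* (2.55), a smooth muscle protein, and *Timp1*, while *Lum*, *Dcn*, and *Pdgfra* fell. Of 19 genes of proliferation, 9 rose and none fell (5 rose without wild-type replicate 3 or 4), among them *Mcm5* (0.70), a part of the replicative helicase, and the transcription factor *Foxm1* (0.61). By camera, tubular injury (adjusted *P* = 1.41e-08), fibroblasts and matrix (0.00105), and proliferation (0.000678) were higher with the preset correlation, and not with an estimated one (0.205, 0.205, and 0.379).

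In the lists of proximal tubule, thick ascending limb, podocytes, and endothelium, more genes fell than rose, and in that of principal cells 6 of 9 rose and none fell. In the proximal tubule, the amino acid transporter *Slc6a19* (−2.04) and the water channel *Aqp1* (−1.35) fell, and in the thick ascending limb, *Slc12a1* (−1.51), *Egf* (−2.46), *Umod*, *Kcnj1*, and *Ptger3*. In the distal convoluted tubule, *Slc12a3* (−1.61) and *Pvalb* (−2.16) fell among 4 genes. In principal cells, the epithelial sodium channel subunit *Scnn1b* (1.09) and the transcription factor *Gata3* (0.96) rose, while *Aqp2* had a log2 fold change of 0.11 (adjusted *P* = 0.853 from limma). Among 7 intercalated cell genes, *Slc4a1* (−1.87) and *Slc26a4* (−1.05) fell and *Rhcg* rose (2 genes rose without *Pkd1* V/V replicate 1). Among 4 podocyte genes, *Podxl* (−1.00), *Ptpro* (−0.94), and *Cdkn1c* fell, and of 9 endothelial genes 7 fell and none rose (median −0.78), among them *Emcn* (−1.01, lowest in *Pkd1* V/V replicate 1) and *Ehd3* (−0.85). By camera with the preset correlation, proximal tubule (adjusted *P* = 1.65e-11), thick ascending limb (0.00430), podocyte (0.00365), and endothelium (3.05e-05) were lower and principal cells higher (0.00430), and no list was past 0.1 with an estimated correlation, where the smallest adjusted *P* was 0.205. Distal convoluted tubule (0.105) and intercalated cells (0.284) did not pass.

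Other metabolic genes also changed. All 5 tested genes of gluconeogenesis fell, *G6pc* (−2.23), *Fbp1*, *Pck1*, *Slc37a4*, and *Pcx*, with a median of −1.79. Of 18 genes of the PPARα program, which overlaps the FAO list and includes *Acaa1b* and *Acadvl*, 15 fell and none rose (median −0.78, adjusted *P* = 3.38e-08 from camera, 0.205 with an estimated correlation). Of 11 genes of core lipogenesis, *Scd2* and *Acaca* rose and *Acss2* (−1.40), *Me1*, and *Mlxipl* fell, and the median was 0.03 while the mean was −0.21, and camera ranked the list lower without passing (adjusted *P* = 0.455). Of 15 genes of cholesterol synthesis, 8 rose and none fell (5 rose without *Pkd1* V/V replicate 2 and 4 without wild-type replicate 3), among them *Fdps* (1.28, with *Pkd1* V/V replicate 3 below the other mutants) and *Sqle* (0.71). Of 15 genes of glutamine and asparagine metabolism, *Aldh18a1* (1.34), the transporter *Slc7a5* (2.33), *Cad*, and *Asns* rose and *Slc38a3*, *Gpt*, and *Glud1* fell (1 gene without *Pkd1* V/V replicate 1 or wild-type replicate 1), with a median of −0.21 and a mean of 0.19, and camera ranked the list higher without passing (adjusted *P* = 0.804). *Glud1* had a log2 fold change of −0.86 (standard error 0.28, adjusted *P* = 0.0516 from limma), and its call was lost without *Pkd1* V/V replicate 1 or 2 or wild-type replicate 1 or 3 (adjusted *P* from 0.109 to 0.135). Of 14 genes of hypoxia, *Hk2*, *P4ha2*, *Slc2a1*, and *Ldha* rose and *Ak4* (−1.89), *Ndrg1*, *Mxi1*, *Car9*, and *Vegfa* fell, *Vegfa* with a log2 fold change of −0.93 (standard error 0.16, adjusted *P* = 0.00239 from limma). In this list 2 genes rose without *Pkd1* V/V replicate 2 or wild-type replicate 3, and 3 fell without *Pkd1* V/V replicate 2 or wild-type replicate 2 or 4.

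Among 5 reference genes, *Actb* (0.82), *Hprt* (0.52), and *Gusb* rose. *Hprt* is the normaliser of the paper's quantitative RT-PCR, which was run on cells and on cystic kidneys such as those of KspCre mice. Whether *Hprt* changes in those samples was not examined here. Of its 5 probes, those with log2 fold changes of 0.64 to 0.82 had group mean signals of 1832 to 12690. Those with −0.43 and −0.81 had low group mean signals, of 13.6 to 34.6. The mean of the *Actb* probes (0.19) was not past the threshold. Among the erythroid genes, *Hbb-b2* (−1.15) and *Alas2* (−0.84) fell among 3 genes, *Alas2* not without wild-type replicate 1 (adjusted *P* = 0.102 from limma). Among 10 genes of the fetal kidney, *Wnt4* rose and *Sall1* (−0.55), *Dlk1*, and *Igf2* (−1.44, and −0.94 without wild-type replicate 4) fell, and the median was 0.03 with a mean of −0.21, and camera ranked the list lower without passing (adjusted *P* = 0.627). None of 4 sex-linked genes passed the test, nor an unadjusted p under 0.05, with *Xist* at −0.27 and *Kdm5d* at −0.24. A list of adrenal cortex genes lay above the mean of the other kidneys of its genotype by a median of 1.37 on the log2 scale in *Pkd1* V/V replicate 1, where 7 of 13 genes lay more than 1 above it. With the 11 genes at background in those kidneys set against the weakest detected signals, the median was 0.52 and 3 genes lay more than 1 above.

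When adjusted over the list alone, the counts of the lists above were the same, apart from 13 higher and 2 lower in the ATF4 response, 9 higher in cholesterol synthesis, 10 higher in proliferation, 16 lower in the PPARα program, 6 lower in hypoxia, 4 lower in podocytes, and 3 lower in erythroid cells. Of the calls named above, those of *Pdgfra*, *Gpt*, *Ldha*, *Slc2a1*, *Mxi1*, *Car9*, *Wnt4*, and *Dlk1* were each lost in 3 to 7 of the 8 fits that left out a kidney.

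Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many calls, the real one, with 3204 genes against at most 2 in the others, and SAM called 3937 against at most 337. A share of 1 in 35 is under 0.05 and is the smallest that this test can give, so chance is unlikely but not excluded. Each other split mixed the genotypes within its groups, which widens their spread and lowers their calls. The size of the gap in calls therefore does not measure how unlikely chance is. With so few calls in all, the counts of the other splits within the lists had to be near 0, so these add no evidence of their own about a list (FAO and TCA/OXPHOS 16 genes against at most 0, the study's 5 lists 49 against 0, the 32 lists 221 against 0).

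The 27 tested genes of FAO and TCA/OXPHOS had a median log2 fold change of −0.51. Normalization is argued against by their median of −0.45 or lower with each normalization, and liver transcripts in wild-type replicate 4 by a median of −0.57 without that kidney. Proximal tubule markers had a median of −1.59 and an upper quartile of −1.22, which meets what was set in advance for a lower share of these cells. But a lower share of these cells alone would raise the markers of other segments alike. Dilution of all tubule cells by stroma or leukocytes would lower them alike. Principal cell markers had a median of 0.61 and those of the thick ascending limb −1.14, which argues against either cause acting alone. Medians were also below 0 for the distal convoluted tubule (−0.73), intercalated cells (−0.10), podocytes (−0.97), and endothelium (−0.78), and above 0 for leukocytes (2.01) and matrix (0.65). Dilution combined with another change in cell shares is not argued against by these values. Fewer proximal tubule and thick ascending limb cells together cannot be told apart from lower expression within these cells, since the arrays measured whole kidneys, and retained fetal expression also stays open, with a list median of 0.0320 over members that go both ways. A change of expression within tubule cells in *Pkd1* V/V kidneys therefore remains a hypothesis that these arrays did not test.

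*Asns* is a target of ATF4, and a wider ATF4 response is a candidate explanation for its rise. Without *Asns*, the other 21 tested genes of the ATF4 list had a median log2 fold change of 0.55, and 10 rose and none fell by limma (1 gene of the list fell without *Pkd1* V/V replicate 2 or wild-type replicate 3), among them *Slc7a5* and *Psat1* (0.84). By limma's camera, these 21 genes were higher with the preset correlation (unadjusted p = 0.000405) and not with an estimated one (unadjusted p = 0.160). *Slc7a5* is also in the list of glutamine and asparagine metabolism, and ATF4 itself was not measured as a protein.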
